# PD0325901 alleviates thrombin-inhibited osteogenic differentiation through an IL-1β-activated feedback loop between MEK-Erk1/2 and NF-κB signal pathways: insights from bioinformatics and experimental verification

**DOI:** 10.3389/fimmu.2026.1730337

**Published:** 2026-03-09

**Authors:** Yang-Shuo Ge, Chun-Meng Huang, Jun Shen, Ting-Ting Meng, Min-Jun Zhao, Jian-Li Yin, Xin-Hui Huang, Liao-Lin Chen, Jia-Hui Luo, Yu-Qing Zhai, Jia-Wei Du, Yi-Lin Wang, Xue-Zong Wang, Ping-Ping Sun, Dao-Fang Ding

**Keywords:** MEK-ERK1/2, NF-κB, osteoblasts, osteoporosis, thrombin

## Abstract

**Objective:**

To elucidate the molecular mechanisms underlying thrombin-induced suppression of osteoblast differentiation, and to identify the MEK inhibitor PD0325901 (PD03) as a potential therapeutic candidate.

**Methods:**

Following treatment of primary rat osteoblasts with thrombin (20 U/mL) and PD03 (0.1 μM) during osteogenic induction, the cells were harvested and subjected to RNA sequencing to identify differentially expressed genes (DEGs). The combination of network pharmacology and RNA sequencing was used to predict the targets of PD03 in thrombin-induced osteoblasts. Alkaline phosphatase (ALP) activity was assessed through staining and quantitative analysis; the expression of osteogenic genes was measured by quantitative PCR (qPCR) and western blot; mineralized nodule formation was evaluated by Alizarin Red S staining; the expression of signaling pathway-related proteins (p-Erk1/2, p-Stat3, p-p65, MMP-9, COX-2) and proliferation-related proteins (PCNA and MCM2) were examined by western blot; nuclear localization of NF-κB was observed by immunofluorescence (IF); intracellular calcium levels were quantified using a calcium assay and probe labeling; osteoblast proliferation was evaluated by EdU staining; IL-1β secretion in cell supernatants was detected by ELISA; the expression of IL-1RA was measured by western blot; the effects of MMP-9 knockdown and COX-2 overexpression on osteogenic differentiation were investigated.

**Results:**

Thrombin promoted osteoblast proliferation and inhibited osteogenic differentiation by upregulating inflammatory factors and activating inflammatory signaling pathways, including MEK-Erk1/2 and NF-κB, which in turn reduced ALP activity, calcium ion influx, expression of osteogenic markers (e.g., Col1α1, Runx2, OCN), and mineralized nodule formation. PD03 reverses these effects by suppressing thrombin-induced activation of IL-1β-dependent signaling pathway, in which the downstream gene MMP-9 plays a critical role.

**Conclusion:**

PD03 inhibits thrombin-induced activation of the IL-1β-mediated feedback loop between the MEK-Erk1/2 and NF-κB pathways, thereby restoring bone formation and offering a promising therapeutic approach for mitigating bone loss in patients with elevated thrombin levels.

## 1 Introduction

Osteoporosis (OP) is a systemic skeletal disease characterized by low bone mass, deterioration of bone microarchitecture, increased bone fragility, and a high risk of fractures and disability (1). In clinical practice, OP patients often experience pain, hunchback, and fractures, which seriously affect their quality of life. According to its etiology, OP can be classified into primary OP and secondary OP (2). The global overall prevalence of OP is 18.3%, with a prevalence of 23.1% in women and 11.7% in men (3). As the global population ages, the number of individuals affected by OP is expected to increase annually, drawing growing attention from researchers.

Currently, the primary clinical medication for OP primarily targets the activity of osteoclasts (4, 5). However, bone homeostasis is maintained through a dynamic balance between osteoclast-mediated bone resorption and osteoblast-mediated bone formation. Disruption of this balance leads to the development of OP. Studies have demonstrated that the systemic immune-inflammation index (SII) is negatively correlated with bone mineral density and positively correlated with the risk of OP, suggesting a direct association between inflammation and the development of OP (6, 7). Proinflammatory cytokines such as IL-1β and TNF-α are key regulators of bone resorption, promoting the differentiation of osteoclast precursors into mature osteoclasts by inducing the expression of RANKL (8). In addition to promoting bone resorption by stimulating osteoclast formation, these inflammatory cytokines also impair bone formation by directly inhibiting osteoblast differentiation. An inflammatory environment triggered by elevated cytokines, such as TNF-α, IL−1β, and IL-6, can suppress ALP activity and the expression of osteoblastic markers, thereby impairing osteoblast differentiation and mineral deposition. Inflammatory cytokines also compromise the regenerative potential of stem cells by activating pathways such as NF-κB and suppressing Wnt/β−catenin signaling, resulting in reduced osteoblast differentiation and impaired matrix mineralization (9). This contributes to disrupted bone homeostasis and potentially leads to inflammation-driven bone loss (10–12). Therefore, anti-inflammatory therapy has become a potential therapeutic strategy for OP.

The high risk of OP and fractures associated with hemophilia (PWH) is mainly related to the deficiency of coagulation factors VIII and IX. Furthermore, the lower thrombin generation in PWH may decrease the number of osteoblasts, thereby disrupting the RANK/RANKL/OPG pathway and leading to reduced bone formation (13, 14).

Thrombin plays a pivotal role in the pathological processes of thrombosis and fibrosis, serving as a critical mediator in the coagulation cascade (15). Recent studies have increasingly demonstrated that, beyond its essential function in hemostasis, thrombin also acts as a potent inflammatory mediator in a wide array of diseases (16, 17). The proinflammatory effects of thrombin are usually mediated through activating protease-activated receptor-1 (PAR-1) (16). Furthermore, thrombin exacerbates tissue damage by amplifying alveolar inflammation and promoting a fibrotic phenotype, particularly in patients with COVID-19-associated lung injury (18). Additionally, thrombin drives neuroinflammation by activating microglia, astrocytes, and endothelial cells, thereby promoting a proinflammatory response (19).

Moreover, hirudin, as the most potent natural thrombin inhibitor currently known, enhances the proliferation of human bone marrow mesenchymal stem cells (HBMSCs), increases ALP activity, promotes mineralized nodule formation (as shown by Alizarin Red S staining), and upregulates the expression of osteogenesis-related genes, thereby promoting osteogenic differentiation (20). These findings collectively suggest that thrombin may function as a proinflammatory mediator in inhibiting osteogenic differentiation. Subsequently, based on RNA sequencing analysis integrated with network pharmacology and molecular docking data, thrombin was predicted to inhibit osteoblast differentiation by activating key inflammatory pathways, including MEK-Erk1/2, NF-κB, and IL-6/Stat3 pathways. Further *in vitro* experiments demonstrated that thrombin induced the release of IL-1β, activating a feedback loop involving NF-κB and the MEK-Erk1/2 pathways, which in turn promoted the production of numerous inflammatory cytokines associated with the suppression of osteogenic differentiation. Ultimately, we found that PD03 reversed the inhibitory effects of thrombin on osteogenic differentiation by targeting the upstream molecule of the feedback loop, suggesting that PD03 may serve as a potential therapeutic agent for inflammation-induced bone loss.

## 2 Materials and methods

### 2.1 Osteoblast culture

Primary osteoblasts were isolated from the calvaria of 24-hour-old male Sprague–Dawley rats, which were provided by Shanghai Xipur-Biak Experimental Animal Co., Ltd. (Shanghai, China). Calvarial bones were digested in 0.1% collagenase type I (BS163, Biosharp, China) at 37 °C for 60 minutes in a shaking water bath. Isolated osteoblasts were maintained in high-glucose Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% fetal bovine serum (10270-106, Thermo Fisher, USA) and penicillin–streptomycin (ST488, Beyotime, China). First-passage osteoblasts were used for functional analyses. To evaluate the levels of phosphorylated proteins after intervention with thrombin and inhibitors, osteoblasts were cultured in serum-free DMEM for five hours prior to treatment. Subsequently, serum-free DMEM supplemented with 20U/mL thrombin (ST1699, Beyotime, China), thrombin + 0.1 μM PD03 (21–23) (S1036, Selleck, China) were administered for 5, 15, and 30 minutes to detect the expression levels of p-Stat3 and p-Erk1/2, and for 15, 30, and 60 minutes to detect the expression level of p-NF-κB; thrombin + 5 μM C188-9 (S8605, Selleck, China) for 5, 15, and 30 minutes to detect p-Stat3 and p-Erk1/2; thrombin + 0.1 μM QNZ (S4902, Selleck, China) for 15, 30, and 60 minutes to detect p-Erk1/2; 20ng/mL IL-1β (501-RL, Bio-Techne, USA) + 0.1 μM PD03 were administered for 15, 30, and 60 minutes to detect p-NF-κB; IL-1β + 0.1 μM QNZ were administered for 15, 30, and 60 minutes to detect p-Erk1/2.

### 2.2 Osteogenic differentiation and experimental groups

Osteoblasts were seeded in 6-well plates and incubated until they reached 75% confluence. Then, the maintenance medium was replaced with an osteogenic induction medium, which contains 10% fetal bovine serum, 10 mM β-glycerophosphate, 50 μg/mL L-ascorbic acid, and 10^-7^ M dexamethasone, with medium changes every 2–3 days. Based on the experimental design, osteoblasts were divided into the following groups: control group (osteoblasts were cultured in osteogenic induction medium), thrombin group (osteoblasts were cultured in osteogenic induction medium  in the presence of  20 U/mL thrombin), PD03 group (osteoblasts were cultured in osteogenic induction medium  in the presence of  20 U/mL thrombin and 0.1 μM PD03), C188 group (osteoblasts were cultured in osteogenic induction medium in the presence of  20 U/mL thrombin  and  5µM C188-9), QNZ group (osteoblasts were cultured in osteogenic induction medium  in the presence of  20 U/mL thrombin  and  0.1µM QNZ) and Vorapaxar group [osteoblasts were cultured in osteogenic induction medium  in the presence of  20 U/mL thrombin  and  0.1 μM, 0.5 μM, or 1 μM Vorapaxar (HY-10119, MCE, USA)]. Osteogenic differentiation was induced for 7 days to evaluate the expression of osteogenic genes at both the protein and mRNA levels.

### 2.3 Transient transfection of primary osteoblasts using pCDH-GFP-COX-2 plasmid and MMP-9 siRNA

Primary osteoblasts were seeded into 6-well plates at 70-80% confluence and transfected using 10 μL Lipofectamine 2000 (11668019, Invitrogen) and 2.0 μg of the pCDH-GFP-COX-2 plasmid or MMP-9 siRNA (Sangon, China). Six hours post-transfection, the medium was optionally refreshed. The efficiency of COX-2 overexpression and MMP-9 knockdown was verified by western blot. For osteogenic analysis, induction medium was added 24 hours post-transfection, with mRNA levels of osteogenic genes, ALP staining and activities evaluated on day 7.

### 2.4 RNA-seq analysis and bioinformatics pipeline

Osteoblasts were induced with osteogenic differentiation medium for 7 days and RNA was collected from each group with three independent samples. Both the preparation of a cDNA library and sequencing were performed with an Illumina HiSeq 4000 device at Shanghai Life Genes Technology Co., Ltd. RNA quality was analyzed by Bioanalyzer 2100 (Agilent Technologies, CA, USA) and an RNA Nano 6000 Assay Kit. The sequencing library was constructed using the NEB Next Ultra RNA Library Prep Kit for Illumina (NEB, USA).

A comprehensive bioinformatics workflow was implemented for downstream analysis. Raw sequencing reads were first quality−trimmed and adapter−filtered using Fastp (v0.23.2), and the resulting clean reads were then aligned to the rat reference genome (Rattus norvegicus, Rnor_6.0) using HISAT2 (v2.2.1). Gene-level read counts were generated with featureCounts (v2.0.3).

Differential expression analysis was performed in R using the DESeq2 package (v1.38.3), with normalization and statistical testing based on a negative binomial generalized linear model. Genes were considered differentially expressed if they met both of the following criteria: an adjusted P-value (False Discovery Rate, FDR) < 0.05 and an absolute |log_2_FoldChange| > 0.58.

Finally, functional enrichment analysis of the differentially expressed genes was conducted using the clusterProfiler package (v4.6.2) for both Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms, with significance defined as FDR < 0.05.

### 2.5 Network pharmacology analysis

PD03 was searched in the Pubchem [https://pubchem.ncbi.nlm.nih.gov/database and its SMILES was C1=CC(=C(C=C1I) F) NC2=C(C=CC(=C2F) F) C(=O) NOC[C H] (CO)O. The SMILES was entered into the SwissTargetPrediction [http://swisstargetprediction.ch//] database to predict PD03 targets and further screen targets with a probability threshold greater than 0.

OP-related genes, as well as protein targets, were identified using the Genecards database [https://www.genecards.org/] using the keyword “osteoporosis”. The potential targets of PD03 and OP-related target genes were imported into Venny 2.1 [https://bioinfogp.cnb.csic.es/tools/venny/] online tool, and the two sets were intersected to create custom Venny diagrams.

### 2.6 Construction of the PPI network

To explore the functional interactions between proteins, a PPI network was constructed using the DEGs identified from sequencing results, as well as the common targets of OP and PD03. Proteins with a node degree greater than 3 were selected to ensure both focus and comprehensiveness of the network. The targeted genes were imported into the string database (https://string-db.org) for PPI analysis, with the minimum required interaction score set at 0.9. The resulting PPI data were downloaded as a TSV file and imported into Cytoscape 3.10.1 for visualization.

### 2.7 GO and KEGG pathway enrichment analyses

To explore the potential biological functions of the identified targets, including DEGs and the common genes from OP and PD03, these genes were submitted to the Metascape database (https://metascape.org/) for Gene Ontology (GO) analysis, with the parameters set as Min Overlap = 3 and P-value Cutoff = 0.01. Meanwhile, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed using the DAVID database (https://davidbioinformatics.nih.gov/), obtaining information related to Cellular Component (CC), Molecular Function (MF), and Biological Process (BP). The top 15 GO terms and top 15 KEGG pathways based on P-values were selected for further analysis. The results were visualized using the bioinformatics online platform (http://www.bioinformatics.com.cn/).

### 2.8 Molecular docking analysis

To further validate the interaction between the core targets identified through network pharmacology analysis and the active compound(s), molecular docking was performed. The top 10 DEGs from the 50 overlapping targets among PD03-related, thrombin-related, and osteoporosis-related were chosen, and the binding capacities of PD03 with the candidate proteins were evaluated using molecular docking. The 3D structures of the top 10 target proteins were obtained from the Protein Data Bank (PDB)(https://www.rcsb.org/), and the structure of the compound was retrieved from the PubChem database (https://pubchem.ncbi.nlm.nih.gov). The initial ligands and water molecules were eliminated with PyMOL software (DeLano Scientific LLC, USA). Docking was performed using AutoDock Vina (version 1.5.7), and the binding affinity was evaluated based on the docking scores (binding free energy, kcal/mol).

### 2.9 EdU assay

After 24 h of treatment with thrombin and PD03, osteoblast proliferation was assessed using the BeyoClick™ EdU Kit (Cat. No. ST067, Beyotime, China), with nuclei counterstained by DAPI. After washing with PBS, fluorescent images were acquired using an inverted microscope (Olympus IX73, Tokyo, Japan). The percentage of Edu-positive osteoblasts was further analyzed using six different images with ImageJ software (NIH).

### 2.10 Assessment of ALP activities

Osteogenically differentiated cells were obtained after 7 days of induction in osteogenic medium. Protein concentrations were measured using the bicinchoninic acid (BCA) assay kit (Cat. no. 23227, Pierce, USA). For the ALP activity assay, 20 µg of total protein was mixed with 100 µL of pNPP substrate solution (1-Step™ PNPP, Cat. No. 37621, Pierce, USA) and incubated at room temperature for 30 minutes. The reaction was terminated by adding 50 µL of 2 M NaOH. The absorbance of each well was measured at 405 nm using a microplate reader.

### 2.11 Alizarin red S staining

After 21 days of osteogenic differentiation, the osteoblasts were fixed in 4% paraformaldehyde (PFA) at room temperature for 20 minutes. Subsequently, the cells were incubated with Alizarin Red S staining solution (Cat. No. ALIR-10001, Cyagen, China) for 20 minutes. After staining, the cells were washed thoroughly with PBS three times to visualize calcium deposition.

### 2.12 The calcium colorimetric assay kit

Calcium ion content was measured using a calcium colorimetric assay kit (Cat. No. S1063S, Beyotime, China). After 7 days of osteogenic differentiation, the culture medium was removed, and the cells were washed three times with PBS. Lysis buffer (200 μL per well) was then added to each well of a 6-well plate on ice. The lysates were centrifuged at 14,000 × g for 5 minutes at 4 °C. Equal amounts of protein were used for subsequent analysis. Absorbance at 575 nm was measured using a BioTek microplate reader. The calcium concentration was calculated based on the standard curve generated according to the manufacturer’s instructions.

### 2.13 Intracellular calcium measurement using Fluo-4 AM

After treatment described in 2.12, cells were loaded with 1 μM Fluo-4 AM dye working solution (Beyotime, S1060) at 37 °C for 30 minutes to allow for probe loading. After incubation, wash the cells three times with PBS and detect intracellular Ca²^+^ levels using a fluorescence microscope (Olympus IX73, Tokyo, Japan).

### 2.14 Cellular immunofluorescence

After 24 hours of treatment with thrombin, PD03, and QNZ, osteoblasts were washed twice with PBS for 5 minutes each time. Then they were fixed in 4% paraformaldehyde (PFA) in PBS for 15 minutes. Subsequently, they were permeabilized with 0.1% Triton X-100 in PBS for 10 minutes. Subsequently, cells were blocked with 5% BSA in PBS for 60 minutes in a humidified chamber. IL-1β (diluted 1:800, GB11113, Servicebio, China) were applied overnight at 4 °C. After washing with PBST, a fluorophore-conjugated secondary antibody (diluted 1:1000, A-21428, Thermofisher, USA) was incubated for 1 hour in the dark. Nuclei were counterstained with DAPI (1 µg/mL, Proteintech, CM07245) for 5 min. Fluorescent images were captured using an inverted microscope (Olympus IX73, Tokyo, Japan).

### 2.15 NF-κB nuclear translocation assay

Osteoblasts were serum-starved in DMEM for 5 hours prior to treatment and then incubated with serum-free DMEM containing 20 U/mL thrombin and 0.1 μM PD03 for 30 min. NF-κB nuclear translocation was subsequently assessed using the NF-κB Activation and Nuclear Translocation Assay Kit (SN371, Beyotime, China). After washing with PBS, fluorescence images were captured using an inverted microscope (Olympus IX73, Tokyo, Japan).

### 2.16 Western blot analysis

Osteoblasts were lysed by RIPA buffer (P0013B, Beyotime, China) containing phenylmethanesulfonyl fluoride (PMSF) (ST505, Beyotime, China). Following centrifugation at 4 °C for 10 minutes at 12,000 g, the concentrations of the lysates were analyzed using a bicinchoninic acid (BCA) kit (Cat. No. 23227, Pierce, USA). The samples were separated and transferred to membranes. The membrane was probed with primary antibodies overnight at 4 °C and then stained with Anti-rabbit HRP-linked antibody (7074P2, CST, USA) and Anti-mouse HRP-linked antibody (7076P2, CST, USA). Protein bands were detected using enhanced chemiluminescence (Pierce Biotechnology, Rockford, USA). The following antibodies were used in this study: β-actin (AF5001, Beyotime, China), Col1α1 (ab270993, Abcam, UK), Runx2 (AF2593, Beyotime, China), OCN (AF6297, Beyotime, China), Igf1 (AF7179, Beyotime, China), Wnt5a (29793-1-AP, Proteintech, USA), Tgfb3 (AF8142, Beyotime, China), Spp1 (A5427, Bimake, USA), COX-2 (F0327, Bimake, USA), Matrix Metalloproteinase-9 (MMP-9, AF5234, Beyotime, China), Minichromosome Maintenance Complex Component 2 (MCM2, A5172, Bimake, USA), Proliferating Cell Nuclear Antigen (PCNA, SC-25280, Santa, USA), PAR-1 (AF6837, Beyotime, China), IL-1RA (AF7218, Beyotime, China), p65 (8242S, CST, USA), p-p65 (3033T, CST, USA), Erk1/2 (4695T, CST, USA), p-Erk1/2 (4370S, CST, USA), p-Stat3 (Y705) (9145S, CST, USA), p-Stat3 (S727) (9134S, CST, USA), and Stat3 (4904T, CST, USA).

### 2.17 RNA extraction, reverse transcription, and qRT-PCR

RNA was isolated from osteoblasts with a RNeasy Kit (R0027, Beyotime, China), and reverse-transcribed into cDNA with an RT Reagent Kit (AG11706, AG, China). qPCR was then performed using SYBR qPCR Master Mix (AG11718, AG, China). The 2^-ΔΔCt^ method was used to measure the relative expression of target genes. **Table 1** lists the primers used, and the samples were examined in triplicate.

**Table 1:** The primer sequences used in the study.

Gene name	mRNA sequences (5’-3’)
β-actin-F	AGATCAAGATCATTGCTCCTCCTG
β-actin-R	GGGTGTAAAACGCAGCTCAG
Col1α1-F	CATGTTCAGCTTTGTGGACCT
Col1α1-R	GCAGCTGACTTCAGGGATGT
Runx2-F	AAGGAGCACAAACATGGCTG
Runx2-R	TCTTAGGGTCTCGGAGGGAA
Osterix-F	CAAGGGTTAGGTGGTGGGC
Osterix-R	TCTTGGGGTAGGACATGCTG
OCN-F	CCCAATTGTGACGAGCTAGC
OCN-R	CTGTGCCGTCCATACTTTCG
OPG-F	TGAGGTTTCCAGAGGACCAC
OPG-R	GGAAAGGTTTCCTGGGTTGT
IL-6-F	CCACTGCCTTCCCTACTTCA
IL-6-R	TTCTGACAGTGCATCATCGC
TNF-α-F	CGTCGTAGCAAACCACCAAG
TNF-α-R	GAGGCTGACTTTCTCCTGGT
Lif-F	CAGTGCCAATGCCCTCTTTA
Lif-R	GCATGGAAAGGTGGGAAATC
IL-1β-F	GCCCATCCTCTGTGACTCAT
IL-1β-R	AGGCCACAGGTATTTTGTCG
Cxcl1-F	GGCTGGGATTCACCTCAAGAA
Cxcl1-R	TGTGGCTATGACTTCGGTTTG
Cxcl3-F	ACCAGCCTTCAGGGACTGT
Cxcl3-R	GGCTATGACTTCTGTCTGGGT
Cxcl6-F	TTCTGCTGCTGTTCACACTG
Cxcl6-R	TATCAACGGAGCTTGTGGGT
Cxcl16-F	AGTGGGTCCGTGAACTAGTG
Cxcl16-R	GAAAAGTGGACTGCTGGGTG
IL-33-F	TGAAGAAAGGCCAACAGAG
IL-33-R	AGCAGAGAAAAGGAAAGGG

### 2.18 Enzyme-linked immunosorbent assay

After 48 hours of treatment with thrombin, PD03, and QNZ, the cell supernatant was collected. IL-1β concentrations in culture supernatants were measured in duplicate using the Rat IL-1β ELISA KIT (JHN85275, Jinhengnuo Biotechnology, China), following the manufacturer’s instructions. Absorbance at 450 nm was recorded, and the concentrations were calculated according to the instruction.

### 2.19 Statistical analysis

All quantitative experiments, including qRT-PCR, western blot, ALP activity, calcium assay, EdU analysis, were performed using independent biological replicates and technical replicates to ensure reliability and generalizability (n ≥ 3). Data from technical replicates per biological replicate were averaged to obtain a single value for statistical analysis. For morphological or observational assays (e.g., immunofluorescence, ALP, and Alizarin Red S staining), representative images are shown from at least three independent experiments, with multiple randomly selected fields analyzed.

Data were analyzed using SPSS v19.0 (IBM, USA) and GraphPad Prism 9.0 (GraphPad Software, USA) and are presented as mean ± standard deviation (SD). For comparisons across multiple groups, one-way analysis of variance (ANOVA) was performed to assess overall significance. When ANOVA indicated a significant difference, Tukey’s *post-hoc* test was applied for all pairwise comparisons to control the family-wise error rate. For comparisons between two groups, Student’s t-test was used. A P-value ≤ 0.05 was considered statistically significant.

## 3 Results

### 3.1 PD03 reverses thrombin-mediated inhibition of osteoblastic differentiation

To determine the appropriate concentrations of thrombin required for subsequent experiments, we examined the effects of various concentrations (0, 5, 10, 20, 50 U/mL) on the ALP activity of osteoblasts. Thrombin at a concentration of 20 U/mL exhibited a significant inhibitory effect on ALP activity (**Supplementary Figure 1****),** and was selected as the concentration for subsequent studies. For PD03, we referred to established literature indicating that 0.1 μM effectively inhibits MEK–Erk1/2 signaling in various cell types without causing cytotoxicity (21–23). The intervention with 20 U/mL thrombin and 0.1μM PD03 showed no obvious effects on cell growth or viability, as assessed by cell density and morphology (**Supplementary Figure 2**).

Consistent with its role as an early marker of osteogenic differentiation, ALP activity was significantly suppressed by thrombin treatment after being induced in osteogenic differentiation medium, as evidenced by both staining and quantitative assays. However, ALP levels were restored following PD03 treatment (**Figures 1A, B**). Loading cells with calcium-sensitive fluorescent probes (Fluo-4 AM) revealed a significant reduction in intracellular Ca²^+^ levels upon stimulation with thrombin, while PD03 treatment significantly enhanced the inhibitory effect of thrombin on calcium influx (**Figure 1C**). After 21 days of osteogenic induction, calcified nodule formation was evaluated by Alizarin Red-S staining, and quantitative analysis of intracellular calcium ions was conducted simultaneously. Thrombin treatment completely prevented the formation of calcified nodules and reduced intracellular calcium levels, and these inhibitory effects were reversed by PD03 (**Figures 1D, E**). In addition, western blot and qRT-PCR analysis demonstrated that PD03 significantly reversed the thrombin-mediated inhibition of osteogenic gene expression, including Col1α1, Runx2, Osterix, OCN, and OPG (**Figures 1F–H**).

**Figure 1:**
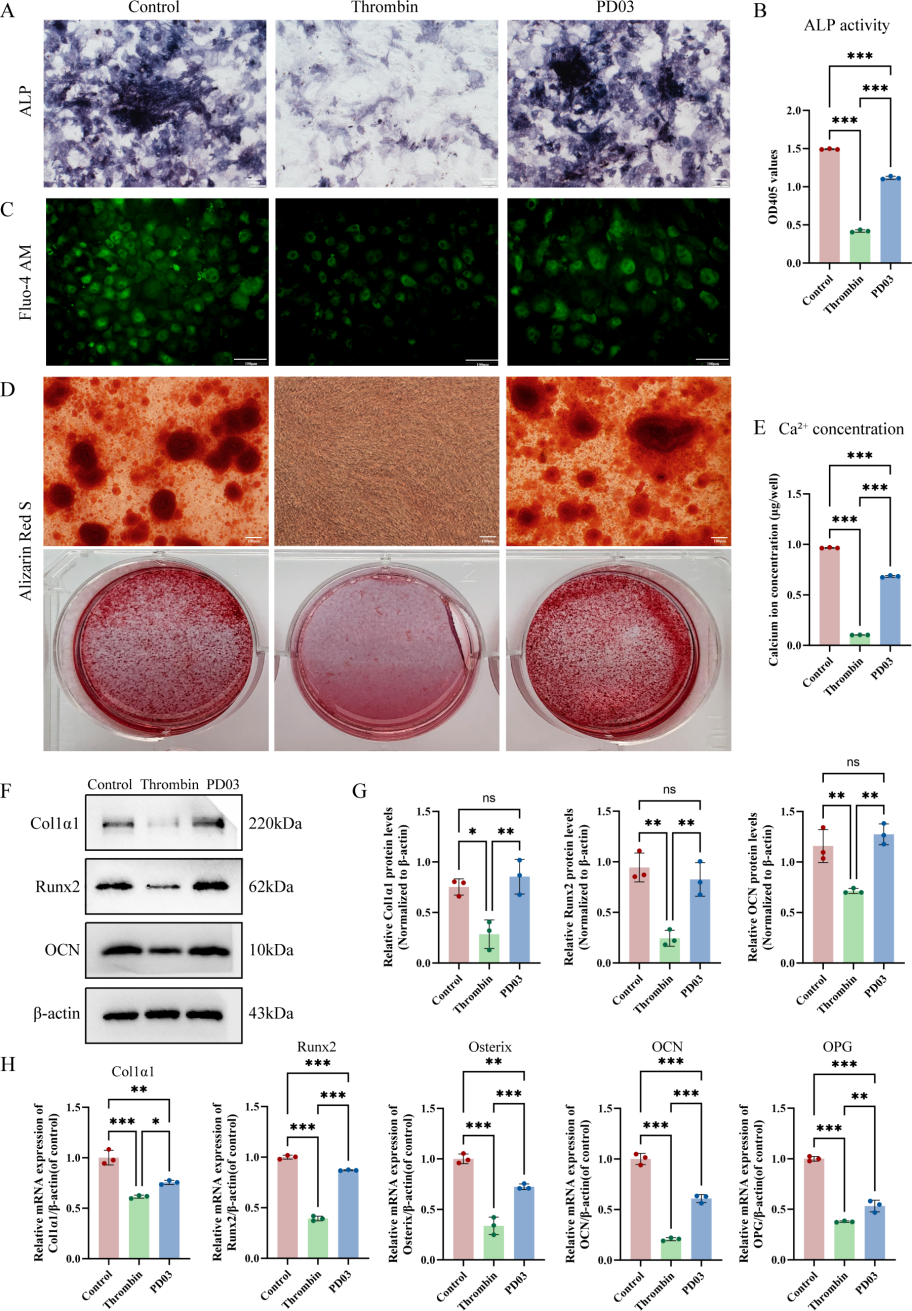
The expression levels of osteogenic differentiation markers after treatment with thrombin and PD03 **(A, B)** After 7 days of induction with osteogenic differentiation medium, ALP staining and quantitative analysis of ALP activity were conducted in osteoblasts. **(C)** Intracellular calcium levels were assessed using the calcium-sensitive probe Fluo-4 AM after treatment with the differentiation medium for 7 days. **(D, E)** Following 21 days of osteogenic induction, mineralized nodules were stained, and intracellular calcium concentration were quantified using a calcium assay kit. **(F)** Western blot analysis was used to examine the expression levels of Col1α1, Runx2 and OCN **(G)**The relative protein levels of Col1α1/β-actin, Runx2/β-actin and OCN/β-actin were measured using ImageJ software. **(H)** RT-qPCR analysis of osteogenic marker gene expression was performed relative to β-actin and normalized to the control group. Data are presented as mean ± SD (n = 3). P-values were determined by one-way ANOVA (multi-group comparisons) (*p < 0.05; **p < 0.01; ***p < 0.001; ns, P >0.05). Scale bar: 100 μm.

### 3.2 PD03 suppressed thrombin-mediated osteoblast proliferation

The proliferative effect of osteoblasts in the presence of thrombin and PD03 was assessed by EdU staining and the expression of proliferation-related proteins, such as PCNA and MCM2. The results showed that thrombin treatment significantly increased the number of EdU-positive osteoblasts (**Figures 2A, B**), accompanied by upregulated expression of proliferation-related proteins PCNA and MCM2 (**Figures 2C, D**). In contrast, PD03 intervention reduced the proportion of EdU-positive cells, as well as the expression of these proliferation markers.

**Figure 2:**
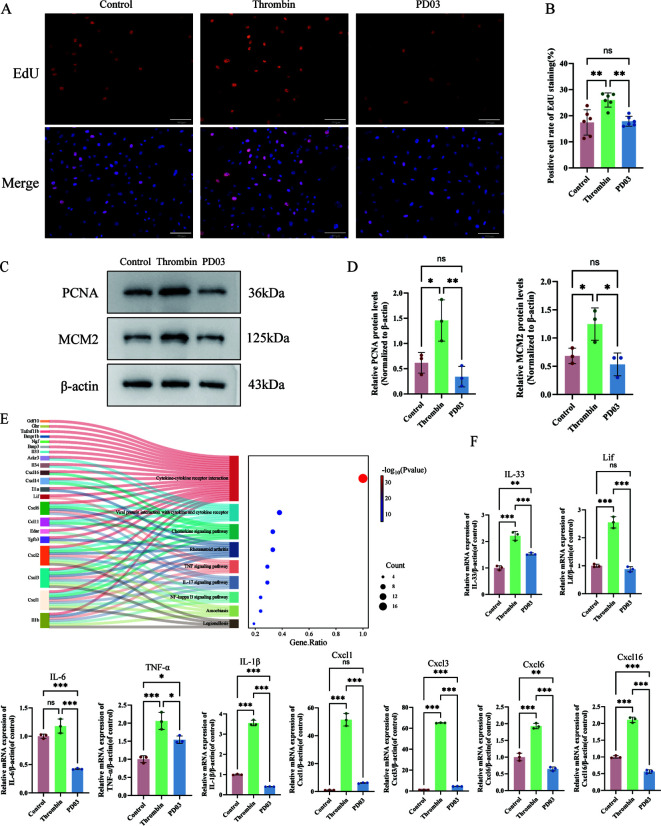
Regulation of osteoblast proliferation by thrombin and PD03. **(A)** The representative images for EdU incorporation assay results from thrombin- and PD03-treated osteoblasts for 24 hours. **(B)** The percentages of EdU-positive cells were analyzed using ImageJ software. **(C)** Western blot analysis was used to examine the expression levels of PCNA and MCM2 **(D)** The relative protein levels of PCNA/β-actin and MCM2/β-actin were measured using ImageJ software. **(E)** Bubble plot and Sankey diagram illustrating KEGG pathway enrichment for 21 DEGs related to inflammatory cytokines and the pathway cytokine-cytokine receptor interaction. **(F)** RT-qPCR analysis of mRNA levels of chemokines, inflammatory factors (represented by IL-1β, Cxcl1, and Cxcl3) in thrombin- and PD03-treated osteoblasts. Data are presented as mean ± SD (n = 3). P-values were determined by one-way ANOVA (multi-group comparisons) (*p < 0.05; **p < 0.01; ***p < 0.001; ns, P >0.05). Scale bar: 100 μm.

The overlapping DEGs among the three groups were analyzed, revealing enrichment primarily in cytokine-related terms, which were visualized using a bubble plot and a Sankey diagram (**Figure 2E**). 

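Messenger RNA was sequenced from primary rat osteoblasts in 3 groups with 3 libraries each. The control group received osteogenic induction medium alone for 7 days, the thrombin group received thrombin at 20 U/mL in the same medium, and the PD03 group received thrombin at 20 U/mL with PD0325901 (PD03), an inhibitor of the kinase MEK. The treatment label of the PD03 group names only PD0325901, and its thrombin is taken from the paper's methods. The paper and the series design give the concentration of PD03 as 0.1 μM, whereas a protocol in the sample labels gives 0.1 mM. The labels name the knee as the tissue, while the paper and the labels' own growth protocol name the calvaria. The authors trimmed the reads with fastp, aligned them to the rat genome with HISAT2 and counted them per gene with featureCounts, and they deposited the raw counts and an FPKM value for each gene and library. The gene annotation release is not given in the sources used here. The deposited table lists 19085 genes by Ensembl identifier, of which 2048 carry no symbol, and gives no coordinates. Total counts per library were 15447832 to 17646598 in the control group (median 15450431), 16477182 to 17894354 in the thrombin group (median 16886061) and 16195107 to 19841468 in the PD03 group (median 17227342). The collagen gene Col1a1 took 6.78% to 6.96% of the counts in the PD03 libraries and 4.18% to 5.05% in the other 6. From the raw counts, genes with enough counts for a test (edgeR's filterByExpr with a minimum count of 10) were kept, which left 13256 genes. Libraries were scaled with the TMM method, all 9 libraries were fitted together with edgeR's quasi-likelihood model, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called a DEG when its adjusted p-value was under 0.05 and its absolute log2 fold change was above 0.58, the thresholds of the paper's methods. Levels are given as CPM (a gene's count scaled to a common library size) after TMM scaling, as mean ± SD over 3 libraries.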

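The 21 cytokine-related genes shown in Figure 2E were all called DEGs both in the thrombin group against the control group and in the PD03 group against the thrombin group, in opposite directions. Of these, 11 rose with thrombin and fell with PD03, and 10 fell with thrombin and rose with PD03. Their log2 fold changes ran from -2.76 to 2.73 with thrombin and from -5.16 to 2.78 with PD03. Adjusted over the list alone, the same 11 and 10 genes were called, but the study chose the list on these samples, so that count is not independent evidence. Among those that rose with thrombin, Il33 (ENSRNOG00000016456) went from 230 ± 5.21 CPM in the control group to 426 ± 10.9 CPM in the thrombin group, a log2 fold change of 0.89 (standard error 0.04, adjusted p = 4.9e-23). In the PD03 group Il33 stood at 103 ± 1.02 CPM, a log2 fold change of -2.05 against thrombin (standard error 0.04, adjusted p = 3.1e-35). The receptor gene Bmpr1b had log2 fold changes of 1.31 with thrombin and -1.63 with PD03 against thrombin. Cxcl14 (ENSRNOG00000011984) was among the genes that fell, from 11.6 ± 0.481 CPM in the control group to 5.15 ± 0.813 CPM in the thrombin group (log2 fold change -1.16, standard error 0.13, adjusted p = 5.9e-10), and it rose to 20.5 ± 1.47 CPM in the PD03 group (log2 fold change 1.98, standard error 0.12, adjusted p = 4.7e-18). Il34, with only 2 to 7 counts in each thrombin library, fell by 2.41 on the log2 scale with thrombin and rose by 2.78 with PD03. Edar fell by 1.64 and rose by 2.13. Against the control group, 8 of the 21 genes were called lower and 3 higher in the PD03 group. With the change tested against the fold threshold itself (edgeR's glmTreat), 3 of the 21 genes, picked out by these values, were no longer called in both comparisons: Cxcl16 had an adjusted p of 0.057 with thrombin, Il1b of 0.088 with PD03, and Ghr of 0.20 and 0.84.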

Subsequent experimental results demonstrated that PD03 significantly inhibited the upregulation of thrombin-induced inflammatory cytokines (IL-6, TNF-α, Lif, IL-1β, IL-33) and chemokines (Cxcl1, Cxcl3, Cxcl6, Cxcl16) (**Figure 2F**).

### 3.3 PD03 modulates the thrombin-mediated expression of cytokines, calcification- and extracellular matrix-regulatory genes in osteoblasts

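The heatmap of osteoblast growth genes in Figure 3A shows 20 genes that fell with thrombin and 14 that rose. All 20 of the first group were called lower in the thrombin group than in the control group (log2 fold changes -2.67 to -0.59, median -1.10) and higher in the PD03 group than in the thrombin group (0.69 to 3.63, median 1.04). All 14 of the second group were called higher with thrombin (0.64 to 2.31, median 1.11) and lower with PD03 (-2.86 to -0.64, median -1.33). The study picked these genes from the same libraries, so their number is not independent evidence of a reversal. Wnt5a (ENSRNOG00000015618) stood at 92.8 ± 3.13 CPM in the control group, 227 ± 4.02 CPM in the thrombin group and 78.2 ± 4.39 CPM in the PD03 group. Its log2 fold change was 1.29 with thrombin (standard error 0.04, adjusted p = 9.0e-26) and -1.54 with PD03 against thrombin (standard error 0.05, adjusted p = 9.8e-29). Igf1 (ENSRNOG00000004517) moved the other way, from 241 ± 7.42 CPM in the control group to 147 ± 1.18 CPM with thrombin and 341 ± 15.2 CPM with PD03. The log2 fold changes of Igf1 were -0.72 (standard error 0.04, adjusted p = 1.3e-18) and 1.22 (standard error 0.04, adjusted p = 4.3e-27). Every thrombin library had more Wnt5a and less Igf1 than any library of the other groups.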

Transcriptomic analysis during BP identified multiple genes regulating osteoblast growth (**Figure 3A**), among which Wnt5a and Igf1 are recognized for their critical roles in promoting osteoblast proliferation and differentiation (24, 25). 

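For Tgfb3 and Mmp9, the spread between replicates was small beside the differences from the thrombin group. Tgfb3 (ENSRNOG00000009867) fell from 37.5 ± 3.86 CPM in the control group to 20.6 ± 1.80 CPM in the thrombin group, a log2 fold change of -0.86 (standard error 0.07, adjusted p = 9.8e-13). With PD03 it reached 99.9 ± 1.49 CPM, a log2 fold change of 2.28 against thrombin (standard error 0.07, adjusted p = 1.4e-28) and of 1.41 against control (adjusted p = 6.2e-22). Mmp9 (ENSRNOG00000017539) rose from 14.6 ± 1.01 CPM to 30.9 ± 2.34 CPM with thrombin, a log2 fold change of 1.09 (standard error 0.09, adjusted p = 1.6e-13), and stood at 12.7 ± 0.805 CPM with PD03, a log2 fold change of -1.28 against thrombin (standard error 0.09, adjusted p = 8.0e-16). Against control, Mmp9 in the PD03 group was not called (log2 fold change -0.19, adjusted p = 0.12), though its adjusted p was 0.0087 with library totals (log2 fold change -0.31) and 0.012 and 0.0095 from the FPKM values with 1 or 0.1 added, below the fold threshold each time. Spp1 (ENSRNOG00000043451), which Figure 3C also marks as a hub, had a log2 fold change of 1.54 with thrombin (standard error 0.05, adjusted p = 3.5e-28) and -1.80 with PD03 (standard error 0.05, adjusted p = 7.3e-31), from 63.7 ± 0.764 CPM in the control group through 185 ± 1.10 CPM to 53.1 ± 0.424 CPM. With a log2 fold change above 1 required, Tgfb3 and Igf1 were no longer called in the thrombin group against control.

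**Figure D1:**
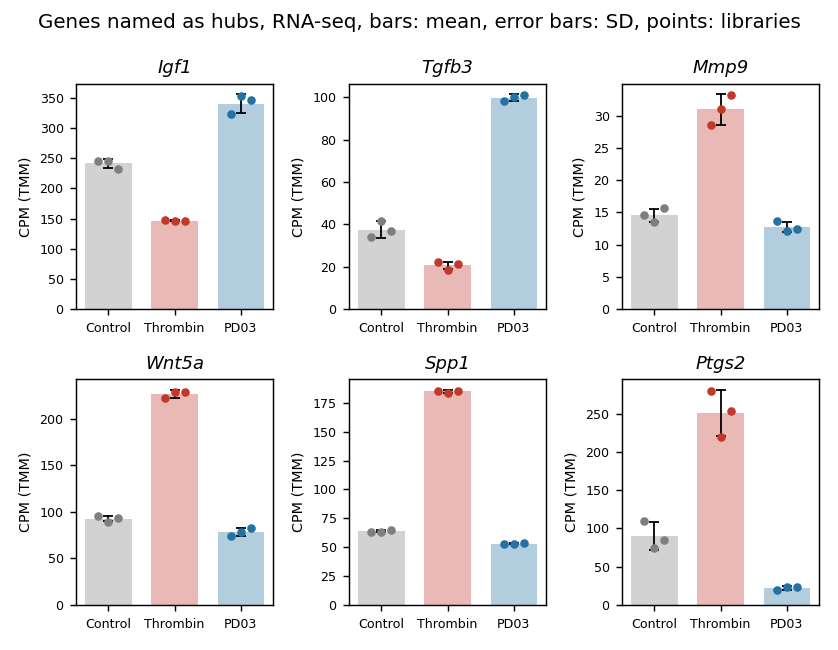
TMM-scaled CPM on a linear axis from 0 for the genes Igf1, Mmp9, Wnt5a, Tgfb3, Ptgs2 and Spp1, with 1 point per library in the control, thrombin and PD03 groups and a bar for each group's mean and SD over 3 libraries. The thrombin libraries lie below both other groups for Igf1 and Tgfb3 and above both for the other 4 genes.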

PPI network analysis identified key ECM- and calcification-regulatory genes, demonstrating that hub genes such as Igf1, MMP-9, Wnt5a, and Tgfb3 are critically involved in these processes (**Figures 3B, C**). Subsequent experiments demonstrated that thrombin suppressed the expression of pro-osteogenic genes Igf1 and Tgfb3, while PD03 effectively reversed thrombin-induced downregulation of these genes (26, 27). Concurrently, thrombin treatment significantly upregulated COX-2, MMP-9, Wnt5a, and Spp1, with PD03 intervention attenuating thrombin’s regulatory effects on these gene expressions (**Figures 3D, E**).

**Figure 3:**
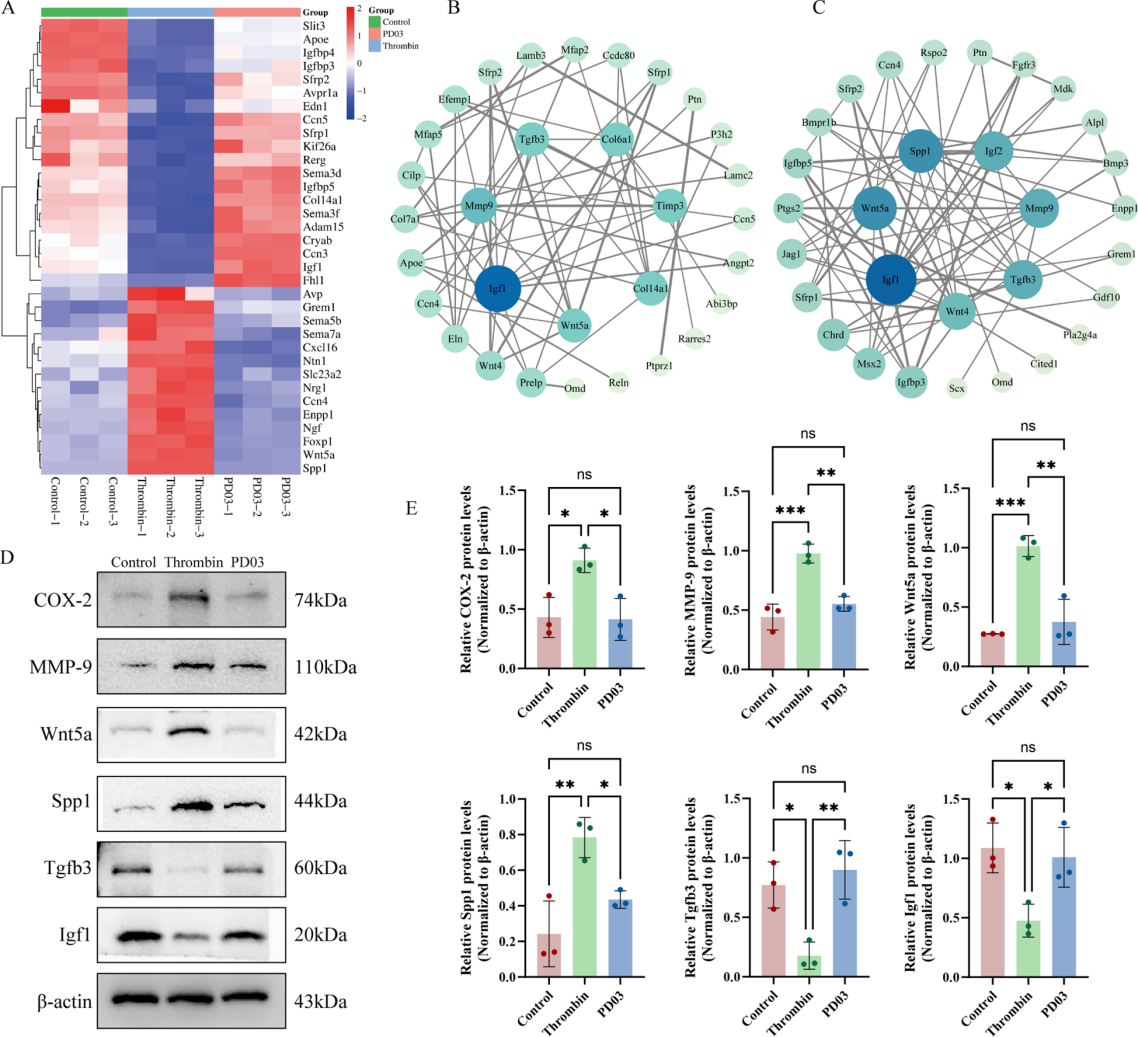
Experimental validation of bioinformatically identified inflammatory cytokines, ECM-related, and calcification-regulatory genes. **(A)** Heatmap illustrating genes involved in regulating osteoblast growth. **(B)** PPI network of calcification-regulatory genes from BP terms, highlighting hub genes such as Igf1, Tgfb3, and MMP-9. **(C)** PPI network of ECM-regulatory genes derived from CC terms, highlighting hub genes such as Igf1, Wnt5a, and Spp1. **(D)** Western blot analysis and quantitative analysis of COX-2/β-actin, MMP-9/β-actin, Wnt5a/β-actin, Spp1/β-actin, Tgfb3/β-actin and Igf1/β-actin ratios in thrombin- and PD03-treated osteoblasts. **(E)** The ratios of COX-2/β-actin, MMP-9/β-actin, Wnt5a/β-actin, Spp1/β-actin, Tgfb3/β-actin and Igf1/β-actin were compared among different groups. Data are presented as mean ± SD (n = 3). P-values were determined by one-way ANOVA (multi-group comparisons) (*p < 0.05; **p < 0.01; ***p < 0.001; ns, P >0.05). Scale bar: 100 μm.

### 3.4 Functional enrichment analysis of DEGs among the three groups, network pharmacology results, and molecular docking validation of the top 10 genes

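In the thrombin group against the control group, 347 genes were called higher and 721 lower. In the PD03 group against the thrombin group, 1274 were called higher and 836 lower. Together the comparisons called 2451 different genes, of the 13256 tested. The fold threshold moved these counts most: with an adjusted p-value under 0.05 and no fold threshold, 7534 genes were called. The share of called genes that rose with PD03 against thrombin was 60.4%, but it was 46.5% with libraries scaled by their totals only and 42.3% from the authors' FPKM values with 1 added before the log2 scale. For thrombin against control, that share was 32.5% after TMM scaling and 30.0% with library totals only. A test for any difference among the 3 groups, with no fold threshold, found 7423 genes (56.0% of those tested). On data simulated with 200 changed genes, the same procedure recovered 90.5% of them for thrombin against control and 91.5% for PD03 against thrombin. It called 3 and 4 unchanged genes. Each changed gene was moved by 1 on the log2 scale in the thrombin group only, with as many up as down. Such a setting changes far fewer genes than differ here, so it tests neither the scaling nor changes near the fold threshold.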

RNA-seq analysis identified 1908 DEGs among samples using a false discovery rate (FDR)-adjusted P < 0.05. The overlapping target genes were identified using Venn diagrams, revealing an overlap of 318 and 181 common genes among three datasets, respectively (**Figure 4A**). 

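Of the genes called in both comparisons, 217 rose with thrombin and fell with PD03, 489 fell with thrombin and rose with PD03, and 21 changed in the same direction both times. The 706 genes called in opposite directions made up 66.1% of the 1068 called with thrombin. A further 1383 genes were called with PD03 and not with thrombin. The thrombin libraries enter both comparisons, which by itself makes the fold changes oppose each other. In 20 simulations of groups with no difference, Pearson's correlation of the log2 fold changes across genes therefore lay between -0.51 and -0.47. The observed value was -0.66, where genes are not independent replicates. In the same simulations 0 genes were called in either opposite direction, against the 217 and 489 here. Sharing the thrombin libraries thus gave no such calls where no group differs, and what it adds where groups differ was not simulated. In the PD03 group, 159 of the 217 genes (73.3%) were not called against the control group, 51 had gone past the control level and 7 remained short of it. Of the 489 genes, 357 (73.0%) were not called against control, 116 had gone past it and 16 remained short of it. These genes were selected for their change with PD03. Of all 347 genes raised by thrombin, 64 (18.4%) remained short of the control level, and of all 721 lowered by it, 133 (18.4%). The overlap of genes that fell and rose was 1376 with no fold threshold and 201 from the FPKM values with 1 added.

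**Figure D2:**
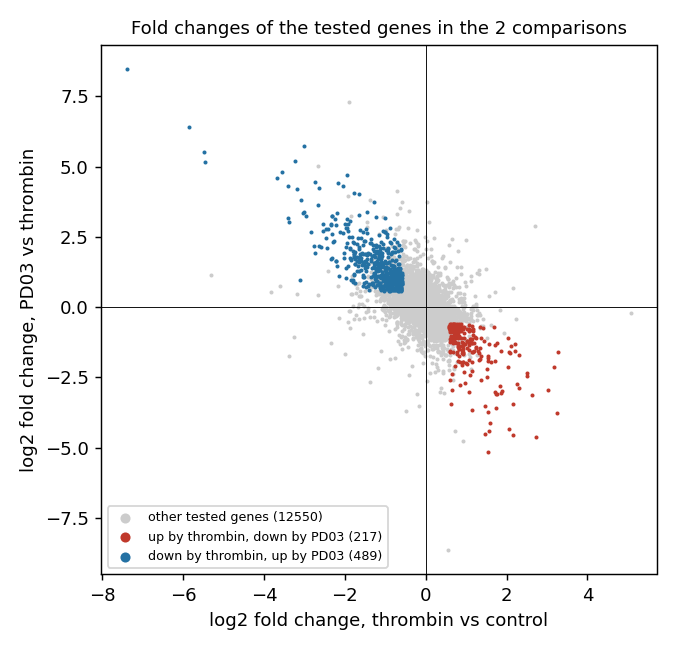
Log2 fold change of each tested gene in the thrombin group against the control group (horizontal axis) and in the PD03 group against the thrombin group (vertical axis), with 1 point per gene and colors for the genes called in opposite directions. The 217 genes that rose and then fell lie at the lower right, and the 489 that fell and then rose lie at the upper left.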

Transcript abundance was then visualized using a heatmap (**Figure 4B**). 

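Across the tested genes, Spearman's correlation of 2 libraries of the same group was 0.996 to 0.997 (9 pairs). It was 0.987 to 0.988 between control and thrombin libraries, 0.984 to 0.985 between control and PD03 libraries and 0.974 to 0.976 between thrombin and PD03 libraries, so the groups differed by more than the spread within them. The first principal component held 52.7% of the variance and placed the control libraries between the thrombin and the PD03 libraries. The second held 20.0% and parted the control libraries from the other 6. Among called genes with a mean of at least 1 CPM in the higher group and no overlap between libraries, Reln (ENSRNOG00000021441) had the largest rise with thrombin, from 4.30 ± 0.450 CPM to 41.0 ± 4.45 CPM (log2 fold change 3.25, standard error 0.13, adjusted p = 9.5e-24). Lamb3 (ENSRNOG00000006025) followed with 0.867 ± 0.235 CPM and 7.86 ± 1.17 CPM (log2 fold change 3.18, standard error 0.23, adjusted p = 7.1e-15), and Cxcl3 was next. The largest falls with thrombin were in genes with few or no counts in the thrombin libraries, where a fitted fold change is not meaningful. C6 (ENSRNOG00000024115) had 0 counts in all 3 thrombin libraries, 14 to 30 in the control libraries and 38 to 52 in the PD03 libraries. Against a floor of 3 counts over the group, C6 was at least 21.6-fold lower with thrombin than in the control group and at least 45.7-fold higher with PD03 than with thrombin, and such a floor covers counting error only. Ripply1 had 0 to 2 counts per thrombin library and 48 to 49 per control library, and Akr1c15 had 0 to 1 and 14 to 24. Entpd3 (ENSRNOG00000018982) had 0 counts in the thrombin libraries and at most 1 in a control library, and it was at least 19.9-fold higher with PD03 than with thrombin. Lep had 0 to 2 counts per thrombin library and 55 to 92 per PD03 library. At the other end, Csf2 (ENSRNOG00000026805) had 45 to 57 counts per thrombin library and 0 in every PD03 library, at least 49.5-fold lower. Cxcl2 had 50 to 57 counts with thrombin and 1 to 2 with PD03, and Kcna3 had 20 to 26 and 0 to 1.

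**Figure D3:**
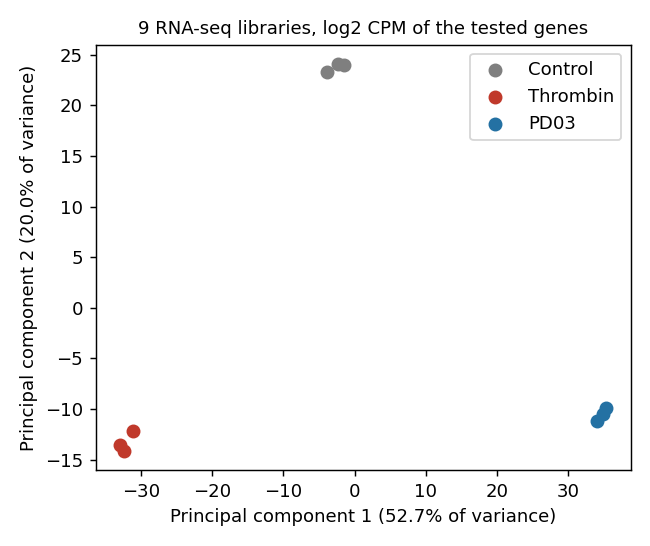
Scores of the 9 libraries on the first (horizontal axis, 52.7% of the variance) and second principal component (vertical axis, 20.0%) of log2 CPM over the tested genes, with 1 point per library and a color per group. The 3 libraries of each group lie together, and the control libraries lie between the other groups on the first component.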

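Protein networks were not analysed here, and the values given are expression levels. Il1b (ENSRNOG00000004649) was close to the lower limit of what these libraries measure, at 0.657 ± 0.256 CPM in the control group, 1.96 ± 0.536 CPM in the thrombin group and 0.814 ± 0.404 CPM in the PD03 group. Its log2 fold change was 1.57 with thrombin (standard error 0.38, adjusted p = 0.0012) and -1.30 with PD03 against thrombin (standard error 0.36, adjusted p = 0.0028). A difference between the PD03 and control groups was not detectable at this depth (log2 fold change 0.27, standard error 0.44, adjusted p = 0.67). Mmp9 and Igf1 were measured with between 187 and 6111 counts per library.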

The PPI network constructed from transcriptomic DEGs revealed extensive interactions among the encoded proteins, with IL-1β, MMP-9, and Insulin-like Growth Factor-1(Igf1) exhibiting high connectivity and thus potentially serving as central hubs (**Figure 4C**). 

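The gene ontology terms were not used here. Instead, families of genes were collected by their symbols after the data had been seen, and the share of each called with thrombin or with PD03 against thrombin was compared with all other tested genes by Fisher's exact test (two-sided, Benjamini-Hochberg adjustment over 9 families). Of 33 tested collagen genes, 19 (57.6%) were called, compared with 18.4% of the other genes (adjusted p = 2.8e-06). PD03 raised 13 collagen genes and lowered 4, and thrombin raised 1 and lowered 6, and most called collagens rose with PD03 under each of the other scalings too. Of 35 genes for matrix metalloproteinases, Timp and Adamts proteins, 22 (62.9%) were called (adjusted p = 7.5e-08), with 12 raised and 7 lowered by PD03, but 7 and 7 from the FPKM values with 1 added. Laminins reached 6 of 9 (adjusted p = 0.0022), with 3 raised and 3 lowered by PD03 but 2 and 4 with library totals and 0 and 4 from the FPKM values with 1 or 0.1 added. The Igfbp family reached 5 of 6 (adjusted p = 0.0014), and all 5 rose with PD03. Ligands of the Bmp, Gdf and Tgfb type reached 10 of 16 (62.5%, adjusted p = 2.2e-04), with 7 raised by PD03 and 1 lowered. With no fold threshold, the adjusted p-value of the Igfbp family became 0.060.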

The GO analysis showed that biological processes (BP) were primarily enriched in calcification, cellular components (CC) in the ECM, and molecular functions (MF) in signaling receptor regulatory activity (**Figure 4D**). 

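Families of cytokines and their receptors were collected by symbol in the same way, after the data had been seen, and they are not the lists of the KEGG database. Of 16 tested chemokine ligands, 12 (75.0%) were called with thrombin or with PD03 against thrombin (adjusted p = 4.1e-06). Thrombin raised 5 of them and lowered 5, and PD03 raised 2 and lowered 8. Interleukins reached 9 of 10 (90.0%, adjusted p = 4.7e-06), with 3 raised and 3 lowered by thrombin, and 2 raised and 6 lowered by PD03. For interleukins from the FPKM values with 1 added, thrombin raised 3 and lowered 1, and PD03 raised 2 and lowered 3. With 0.1 added, thrombin raised 3 and lowered 3, and PD03 raised 2 and lowered 5. Ligands and receptors of the TNF superfamily reached 10 of 18 (55.6%, adjusted p = 7.0e-04), of which thrombin raised 1 and lowered 6, and PD03 raised 3 and lowered 3. From the FPKM values, thrombin raised 1 and lowered 2 with 1 added, and raised 1 and lowered 3 with 0.1 added. Interleukin receptors reached 10 of 23 (43.5%, adjusted p = 0.0050), but the excess was not past the threshold without PD03 replicate 1 (adjusted p = 0.054), without PD03 replicate 3 (adjusted p = 0.053), with only genes of a mean count of at least 50 (adjusted p = 0.51), or from the FPKM values with 1 added (adjusted p = 0.27) or 0.1 added (adjusted p = 0.12). With no fold threshold, the excess was lost for chemokine ligands (adjusted p = 0.083), interleukins (adjusted p = 0.065) and the TNF superfamily (adjusted p = 0.095).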

KEGG pathway enrichment analysis indicated that DEGs were predominantly associated with cytokine-cytokine receptor interaction. Additionally, the NF-κB signaling pathway was implicated in regulating DEG expression (**Figure 4E**).

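A list of 27 genes taken as targets of NF-κB was written before the data were examined, and 26 of them were tested. With thrombin, 14 were higher and 12 lower than in the control group, 4 were called higher and 2 lower, and the median log2 fold change was 0.035. The list as a whole lay above the other genes by camera with a preset correlation of 0.01 (adjusted p = 0.046 over 21 tests of lists), and the same call held under fry (adjusted p = 0.0047) but not with an estimated correlation (adjusted p = 0.21). It also did not hold without Control replicate 3 (adjusted p = 0.078) or without Thrombin replicate 3 (adjusted p = 0.074). With PD03 against thrombin, 20 genes were lower and 6 higher, 8 were called lower and 2 higher, and the median log2 fold change was -0.34 (camera, adjusted p = 1.6e-07), which held under fry (adjusted p = 4.18e-06) and with an estimated correlation (adjusted p = 0.013). Adjusted over the list alone, the same numbers of genes were called in both comparisons. The members did not move together. Ccl2 had log2 fold changes of 0.47 with thrombin and -0.71 with PD03, whereas Vcam1 had -1.30 and 0.80, and Nfkbia had 0.066 (adjusted p = 0.46) and -0.29. These 3 genes were picked out after their values were seen. The gene for the p65 subunit, Rela, did not differ with thrombin (log2 fold change -0.0095, adjusted p = 0.92) or with PD03 (0.016, adjusted p = 0.83).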

**Figure 4:**
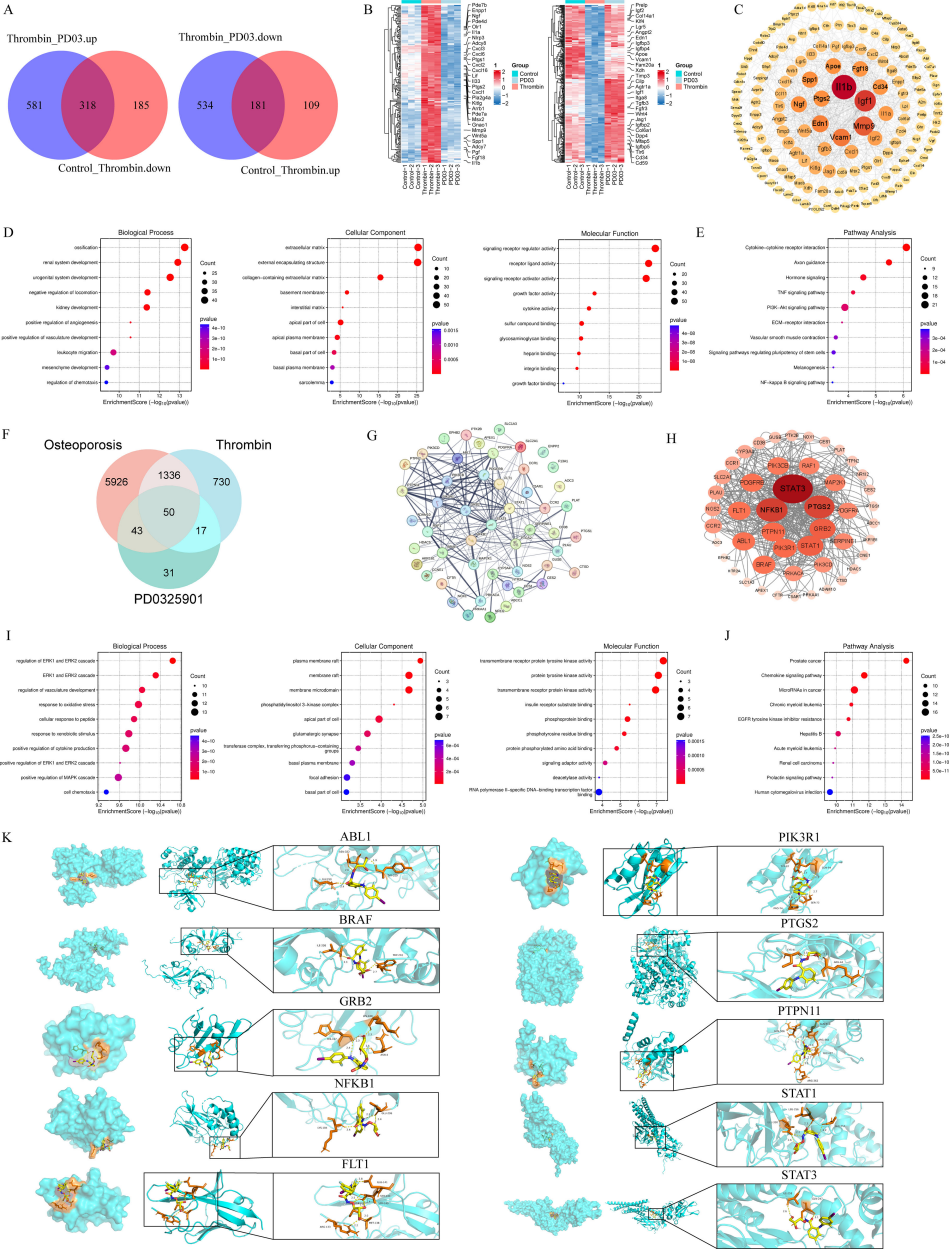
RNA-Seq, network pharmacology and molecular docking analysis. **(A)** The overlapping DEGs are displayed in Venn diagrams. **(B)** A heatmap was generated based on DEGs, with expression levels ranging from low (blue) to high (red). **(C)** Volcano plot analysis was performed to visualize the DEGs between control and thrombin groups, as well as between thrombin and PD03 groups, using significance thresholds of p < 0.05 and |log_2_FoldChange| > 0.58, with upregulated genes shown in orange and downregulated genes in green. **(D, E)** GO enrichment analysis was visualized using a bubble plot and included three categories: biological process (BP), cellular component (CC), and molecular function (MF), along with KEGG pathway analysis. **(F)** Venn diagram showing 50 overlapping targets among PD03, thrombin, and OP-predicted targets. **(G, H)** Protein-protein interaction (PPI) networks of the overlapping targets, generated via STRING and Cytoscape. **(I, J)** Bubble plots depicting the significance, enrichment, and gene count for key GO terms and KEGG pathways associated with the overlapping targets. **(K)** The left panel depicts the atomic binding interactions between PD03 and these core protein residues. The middle panel illustrates the overall binding conformation of the ligand-protein complex. The right panel provides an enlarged view of the binding site, with residue labels and yellow dashed lines denoting hydrogen bonds.

The potential targets of PD03 were predicted using the databases SwissTargetPrediction. All targets were standardized using UniProt (https://www.uniprot.org/) to ensure consistency across the dataset. Osteoporosis-related targets were obtained from databases, such as GeneCards, using the keyword “osteoporosis”. Only targets with a relevance score above a predefined threshold (e.g., >10 in GeneCards) were retained. Thrombin-related targets were identified using GeneCards databases. A total of 50 overlapping targets among PD03-related, thrombin-related, and osteoporosis-related genes were visualized using Venn diagrams (**Figure 4F**) and further analyzed using the STRING website and Cytoscape (version 3.9.1) to construct protein-protein interaction (PPI) networks (**Figures 4G, H**). The significance, enrichment level, and number of DEGs associated with each GO term and KEGG pathway were visualized using bubble plots (**Figures 4I, J**).

Molecular docking was performed between PD03 and the top 10 core targets identified through network pharmacology. The results indicated that all selected target genes exhibited favorable binding affinities with PD03, with docking scores ranging from –5.2 to –8.8 kcal/mol (**Table 2**). Notably, PTGS2(COX-2) exhibits the strongest binding affinities, with docking scores below –8.8kcal/mol, indicating high binding stability (**Figure 4K**). Although NFKB1 (NF-κB) and STAT3 (Stat3) did not exhibit lower docking scores, previous studies have also confirmed their roles in osteogenic differentiation (28–31). Subsequent experiments will further validate the functions of COX-2, NF-κB and Stat3 in thrombin-regulated osteogenic differentiation.

**Table 2:** Molecular docking scores between PD03 and the top 10 genes from network pharmacology.

Potential targets	PDB ID	UniProt ID	Binding energy(kcal/mol)
ABL1	pdb_00007dt2	P00519	-6.4
BRAF	pdb_00003ny5	P15056	-7.9
GRB2	pdb_00003ove	P62993	-6.1
NFKB1	pdb_00008tqd	P19838	-5.9
FLT1	pdb_00005abd	P17948	-6.5
PIK3R1	pdb_00002iug	P27986	-6.4
PTGS2	pdb_00005f19	P35354	-8.8
PTPN11	pdb_00003b7o	Q06124	-6.9
STAT1	pdb_00008d3f	P42224	-5.2
STAT3	pdb_00006njs	P40763	-6.4

### 3.5 The crosstalk between the MEK-Erk1/2 and Stat3 signaling pathways in osteogenic differentiation

Emerging evidence suggests a complex crosstalk between the MEK-Erk1/2 and Stat3 signaling pathways that regulate cellular inflammation and differentiation (32, 33). The phosphorylation levels of Erk1/2 in osteoblasts were markedly increased following thrombin treatment for 15 and 30 minutes (mins), whereas phosphorylation of Stat3 (S727 and Y705) was upregulated only at 30 minutes, and PD03 treatment attenuated the expression of these phosphorylated proteins correspondingly, the ratios of p-Erk1/2 to Erk1/2 is statistically significant in the thrombin group vs the control group or the PD03 group at 15 and 30mins (**Figures 5A, B**). Furthermore, treatment of osteoblasts with C188–9 for 5, 15, and 30 minutes failed to suppress thrombin-induced phosphorylation of Erk1/2, with no statistically significant changes observed in the relative protein levels of p-Erk1/2 to Erk1/2 (**Figures 5C, D**). After one week of induced osteogenic differentiation, C188–9 slightly aggravated the thrombin-mediated suppressive effects on osteogenic differentiation, as evidenced by ALP staining and activity **[****Figure 5E, F** (upper panel)], the accumulation of Ca^2+^ inside the cytosol (**Figures 5E**, lower panel), and both the protein and mRNA expression levels of osteogenic genes. (**Figures 5G–I**).

**Figure 5:**
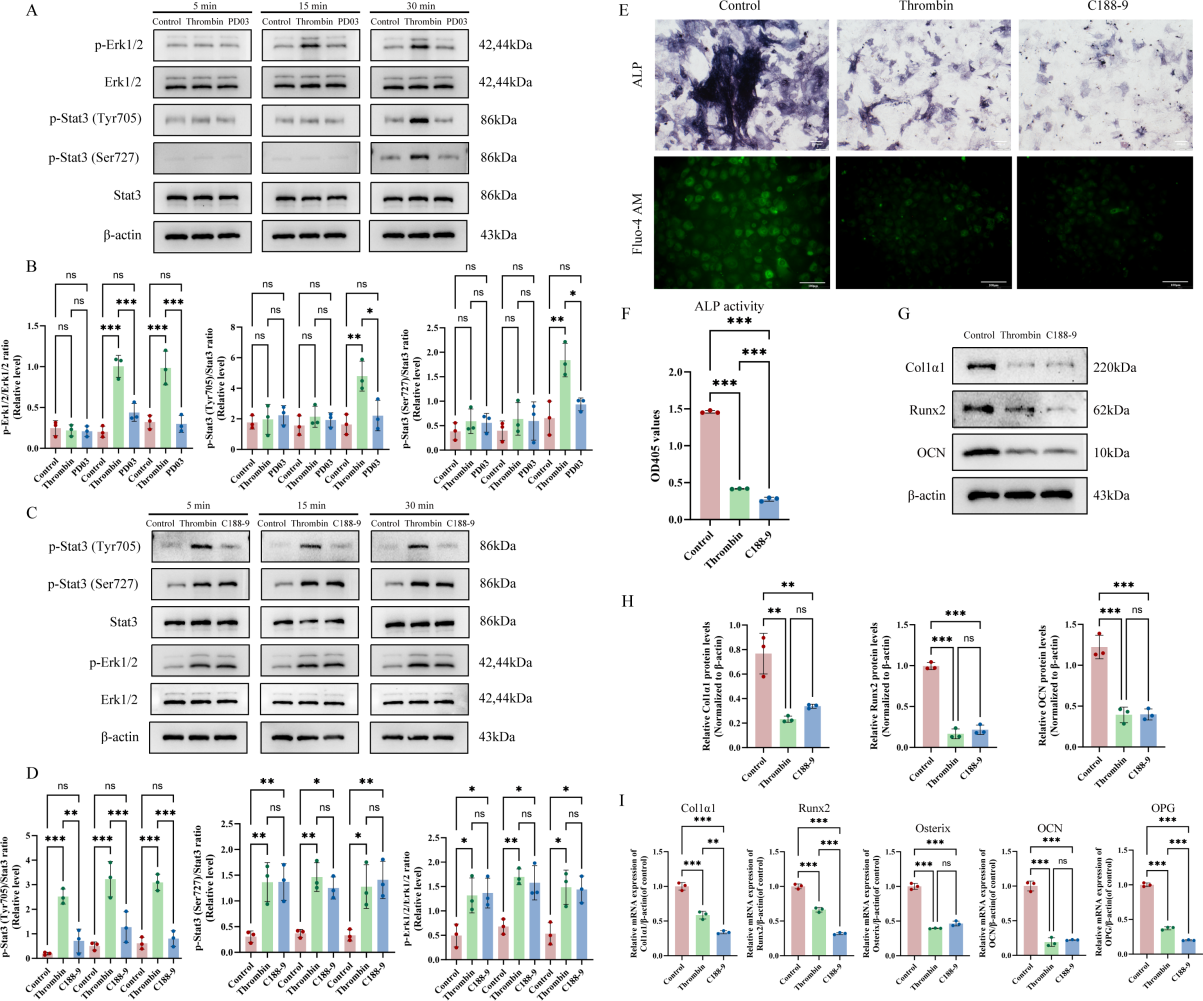
The mutual regulatory effects of MEK-Erk1/2 and Stat3 following treatment with PD03 and C188-9, and the role of Stat3 pathways in osteogenic differentiation. **(A, B)** The phosphorylation levels of Erk1/2, Stat3 (Y705), and Stat3 (S727) in osteoblasts were examined by western blot following treatment with thrombin and PD03 at different time points, and the relative protein levels of p-Erk1/2 to Erk1/2, p-Stat3(Y705) to Stat3, and p-Stat3(S727) to Stat3 were measured using Image J software. **(C, D)** The protein levels of p-Erk1/2, p-Stat3 (Y705), and p-Stat3 (S727) in osteoblasts were analyzed by western blot after being treated with thrombin and C188–9 at different time points, and the relative protein levels of p-Erk1/2 to Erk1/2, p-Stat3(Y705) to Stat3, and p-Stat3(S727) to Stat3 were evaluated using Image J software. **(E)** Osteoblasts were stained for ALP and Fluo-4 AM after being induced with the osteogenic differentiation medium for 7 days. **(F)** An enzymatic assay quantified ALP activities in cell lysates. **(G)** Western blot analysis was used to examine the expression levels of Col1α1, Runx2 and OCN. **(H)**The relative protein levels of Col1α1/β-actin, Runx2/β-actin and OCN/β-actin were measured using ImageJ software. **(I)** The expression levels of Col1α1, Runx2, Osterix, OPG, and OCN were assessed by qPCR following thrombin and C188–9 treatment for 7 days. Data are presented as mean ± SD (n = 3). P-values were determined by one-way ANOVA (multi-group comparisons) (*p < 0.05; **p < 0.01; ***p < 0.001; ns, P >0.05). Scale bar: 100 μm.

### 3.6 The mutual regulatory relationship between thrombin-activated MEK-Erk1/2 and NF-κB pathways during the process of osteoblast differentiation

Network pharmacology analysis identified NF-κB as a core gene in the “thrombin–osteoporosis-PD03” axis. We further investigate the regulatory relationship between NF-κB and MEK-Erk1/2 signaling pathways. Following the inhibition of the MEK-Erk1/2 pathway (PD03 group), thrombin-induced nuclear translocation of p65 was markedly reduced, and the phosphorylation level of p65 was also significantly suppressed (**Figures 6A, B**), and the ratio of p-p65/p65 is statistically significant in the thrombin group vs the control group or the PD03 group (p < 0.05) (**Figure 6C**). Upon inhibition of NF-κB signaling, thrombin-induced Erk1/2 phosphorylation was substantially attenuated (**Figure 6D****),** and the ratio of p-Erk1/2/Erk1/2 is statistically significant in the thrombin group vs the control group or the QNZ group (p < 0.05) (**Figure 6E**). In parallel, osteogenic parameters were also impaired in the thrombin-treated group, as evidenced by decreased ALP staining and activity **[****Figures 6F, G** (upper panel)], and reduced intracellular calcium signaling **[****Figures 6F**, lower panel], attenuated expression of osteogenic marker genes, and upregulated proliferation-related genes (MCM2 and PCNA) as well as sequencing-derived hub genes (MMP-9 and COX-2**) (****Figure 6H**). The relative protein levels of proliferation-related genes and hub genes identified in **Figure 7H** exhibited statistically significant differences in the thrombin-treated group compared to both the control and QNZ-treated groups (p < 0.05) (**Figure 6I**). In addition, qRT-PCR analysis demonstrated that QNZ significantly reversed the thrombin-mediated inhibition of osteogenic gene expression, including Col1α1, Runx2, Osterix, OCN, and OPG (**Figure 6J**).

**Figure 6:**
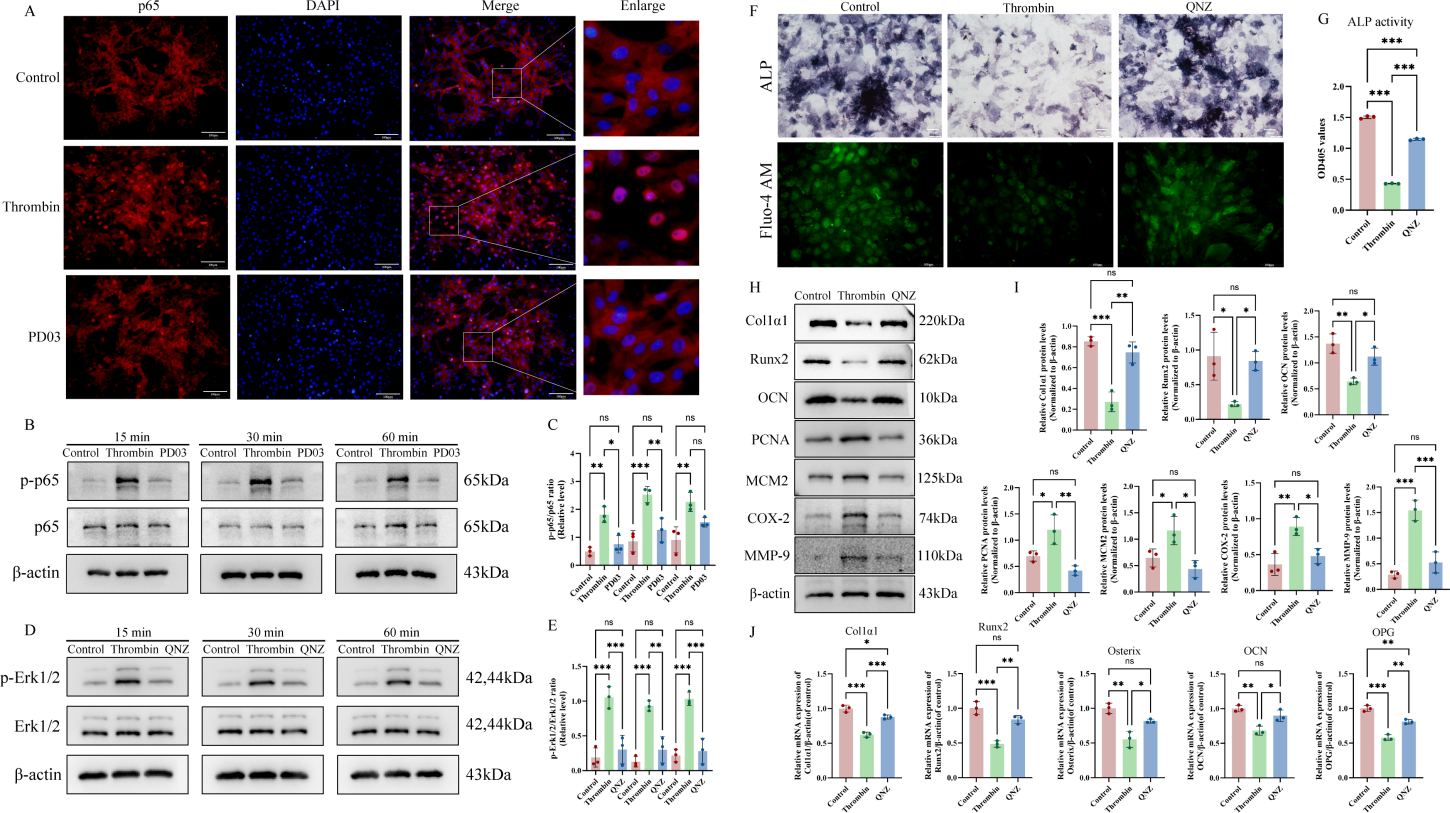
Regulatory relationships between NF-κB and MEK-Erk1/2 pathways in thrombin-induced osteoblast differentiation. **(A)** Nuclear translocation of p65 in osteoblasts was assessed by immunofluorescence. **(B)** Phosphorylated levels of p65 in thrombin and PD03-treated osteoblasts at 15min, 30min, and 60min were determined by western blot. **(C)** Relative protein levels of p-p65 to p65 were quantified using ImageJ software. **(D)** Phosphorylated levels of Erk1/2 in osteoblasts following treatment with thrombin and QNZ for 15min, 30min, and 60min were assessed by western blot. **(E)** Relative protein levels of p-Erk1/2 to Erk1/2 were quantified using ImageJ software. **(F)** ALP staining (upper panel) and intracellular calcium signaling (lower panel) were evaluated by the test kits. **(G)** ALP activities in thrombin- and QNZ-treated osteoblasts for 7 days were measured by colorimetric assay. **(H)** Expression of osteogenic marker genes (Col1α1, Runx2, and OCN), proliferation-related genes (MCM2, PCNA) and hub genes (MMP-9, COX-2) in thrombin- and QNZ-treated osteoblasts was evaluated by western blot. **(I)** Relative protein levels of Col1α1/β-actin, Runx2/β-actin, OCN/β-actin, MCM2/β-actin, PCNA/β-actin, MMP-9/β-actin, and COX-2/β-actin were quantified using ImageJ software. **(J)** qRT-PCR was used to analyze the expression of osteogenic marker genes (e.g., Runx2, Osterix, and OCN) in thrombin- and QNZ-treated osteoblasts for 7 days. Data are presented as mean ± SD (n = 3). P-values were determined by one-way ANOVA (multi-group comparisons) (*p < 0.05; **p < 0.01; ***p < 0.001; ns, P >0.05). Scale bar: 100 μm.

**Figure 7:**
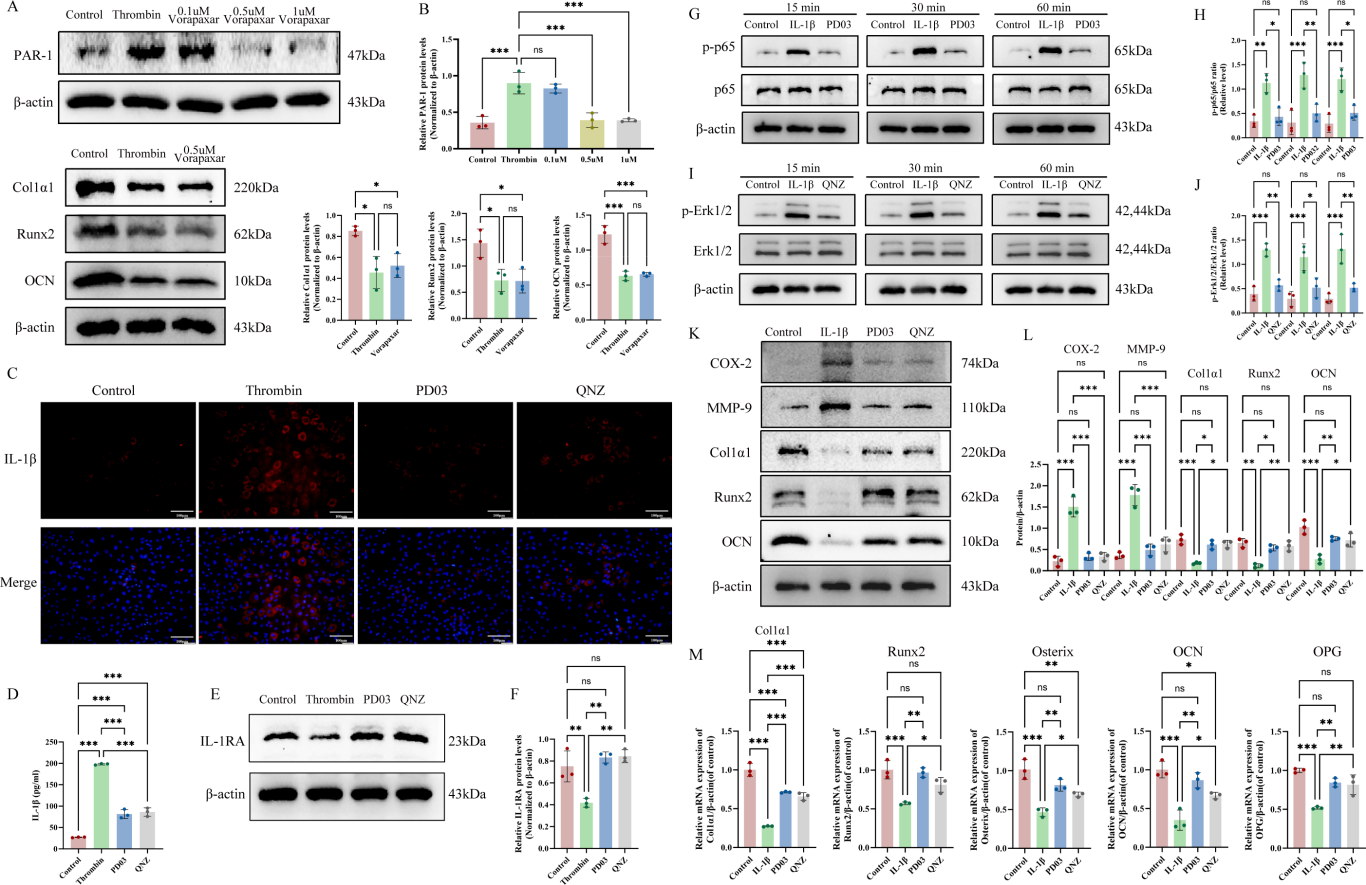
The modulation of PD03 on osteoblast differentiation mediated by the IL-1β-activated feedback loop between NF-κB and MEK-Erk1/2 pathways. **(A)** PAR-1, Col1α1, Runx2 and OCN protein levels in osteoblasts were assessed by western blot analysis. **(B)** The quantitative analysis of PAR-1, Col1α1, Runx2 and OCN expression. **(C)** Thrombin-stimulated IL-1β expression in osteoblasts was inhibited by PD03 and QNZ, as determined by immunofluorescence. **(D)** PD03 and QNZ inhibited thrombin-stimulated IL-1β secretion in osteoblasts, as measured by ELISA. **(E)** IL-1RA protein levels in osteoblasts were assessed by western blot analysis. **(F)** The quantitative analysis of IL-1RA expression. **(G)** PD03-mediated modulation of NF-κB signaling pathways activated by IL-1β in osteoblasts. **(H)** Relative protein levels of p-p65 to total p65 in osteoblasts were quantified using ImageJ software. **(I)** The regulatory effect of QNZ on the IL-1β-activated MEK-Erk1/2 signaling pathway in osteoblasts. **(J)** Relative protein levels of p-Erk1/2 to total Erk1/2 in osteoblasts were quantified using ImageJ software. **(K)** The regulatory effects of PD03 and QNZ on IL-1β-induced COX-2, MMP-9, Col1α1, Runx2 and OCN expression were evaluated by western blot analysis. **(L)** The ratios of MMP-9/β-actin, COX-2/β-actin, Col1α1/β-actin, Runx2/β-actin and OCN/β-actin were compared among different groups. **(M)** The expression of osteogenic markers (e.g., Runx2, Osterix, Col1a1, OPG, and OCN) was evaluated by RT-qPCR. Data are presented as mean ± SD (n = 3). P-values were determined by one-way ANOVA (multi-group comparisons) (*p < 0.05; **p < 0.01; ***p < 0.001; ns, P >0.05). Scale bar: 100 μm.

### 3.7 Regulatory effects of PD03 on thrombin-induced IL-1β-mediated osteogenic differentiation via modulation of MEK-Erk1/2 and NF-κB pathways in osteoblasts

To verify whether thrombin inhibits osteogenic differentiation via protease-activated receptor-1 (PAR-1), a primary thrombin receptor involved in diverse cellular responses, osteoblasts were treated with thrombin in the presence of Vorapaxar, and the expression of key osteogenic markers was evaluated. The findings showed that Vorapaxar failed to reverse thrombin’s inhibitory effect on osteogenic differentiation, confirming that this process is independent of the thrombin/PAR-1 signaling pathway (**Figures 7A, B**).

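The counts of Il1b per library were 13, 6 and 14 in the control group, 23, 44 and 36 in the thrombin group, and 7, 14 and 19 in the PD03 group. Each thrombin library held more than any library of the other groups. With each library left out in turn, the log2 fold change stayed between 1.31 and 1.82 for thrombin against control (adjusted p up to 0.017) and between -1.66 and -0.92 for PD03 against thrombin (adjusted p up to 0.047). The fall with PD03 was not called when tested against the fold threshold itself (adjusted p = 0.088) or from the FPKM values with 1 added, where its log2 fold change was -0.55.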

Based on sequencing results, PPI analysis indicated that IL-1β was highly central within the regulatory network and identified as a pivotal hub gene. The results of both IF and ELISA demonstrated that thrombin significantly induced IL-1β expression and mature IL-1β secretion in osteoblasts, which were efficiently inhibited by PD03 and QNZ (**Figures 7C, D**). To further assess the IL-1R signaling activation, the expression of the endogenous IL-1 receptor antagonist (IL-1RA) was examined. Thrombin markedly reduced IL-1RA levels, suggesting that it exerts a bidirectional regulatory effect on inflammation by activating IL-1R signaling by disrupting the balance between IL-1β and its endogenous antagonist IL-1RA. Notably, PD03 and QNZ restored IL-1RA expression, highlighting their upstream regulatory effects (**Figures 7E, F**). Subsequent experiments showed that PD03 (a MEK inhibitor) potently suppressed IL-1β-induced activation of the NF-κB signaling pathway (**Figure 7G**). In contrast, QNZ (an NF-κB inhibitor) effectively blocked IL-1β-induced MEK-Erk1/2 pathway activation (**Figure 7I**). The ratios of phosphorylated Erk1/2 to total Erk1/2 and phosphorylated p65 to total p65 are significantly elevated in the IL-1β-treated group compared to the control, PD03-treated, or QNZ-treated groups (p < 0.05) (**Figures 7H, J**). Moreover, inhibition of the MEK-Erk1/2 pathway (by PD03) and the NF-κB pathway (by QNZ) restored the expression of osteogenesis-related markers suppressed by IL-1β, an effect potentially associated with increased expression of COX-2 and MMP-9 (**Figure 7K****),** with the ratios of COX-2/β-actin, MMP-9/β-actin, Col1α1/β-actin, Runx2/β-actin and OCN/β-actin significantly upregulated in the IL-1β group compared to the PD03 and QNZ groups (p < 0.05) (**Figure 7L**). Concurrently, qRT-PCR analysis demonstrated that inhibition of these two pathways restored IL-1β-suppressed osteogenesis-related markers, including Col1α1, Runx2, Osterix, OCN, and OPG (**Figure 7M**).

### 3.8 The effects of MMP-9 knockdown and COX-2 overexpression in osteoblasts on osteogenic differentiation

Three siRNAs were designed and synthesized to target MMP-9 (**Supplementary Table 1**). Based on knockdown efficacy evaluated by western blot, MMP-9-C siRNA was selected for subsequent experiments (**Supplementary Figure 3**). To investigate the role of MMP-9 in osteoblast differentiation, osteoblasts were transfected with either MMP-9-C siRNA (MMP-9-C group) or a negative control siRNA (NC group). Transfection of osteoblasts with MMP-9 siRNA markedly reduced MMP-9 protein levels and upregulated the expression of osteogenic marker genes (Col1α1, Runx2, and OCN), even in the presence of thrombin, effectively reversing thrombin-induced suppression of osteogenic differentiation (**Figures 8A, B**).

**Figure 8:**
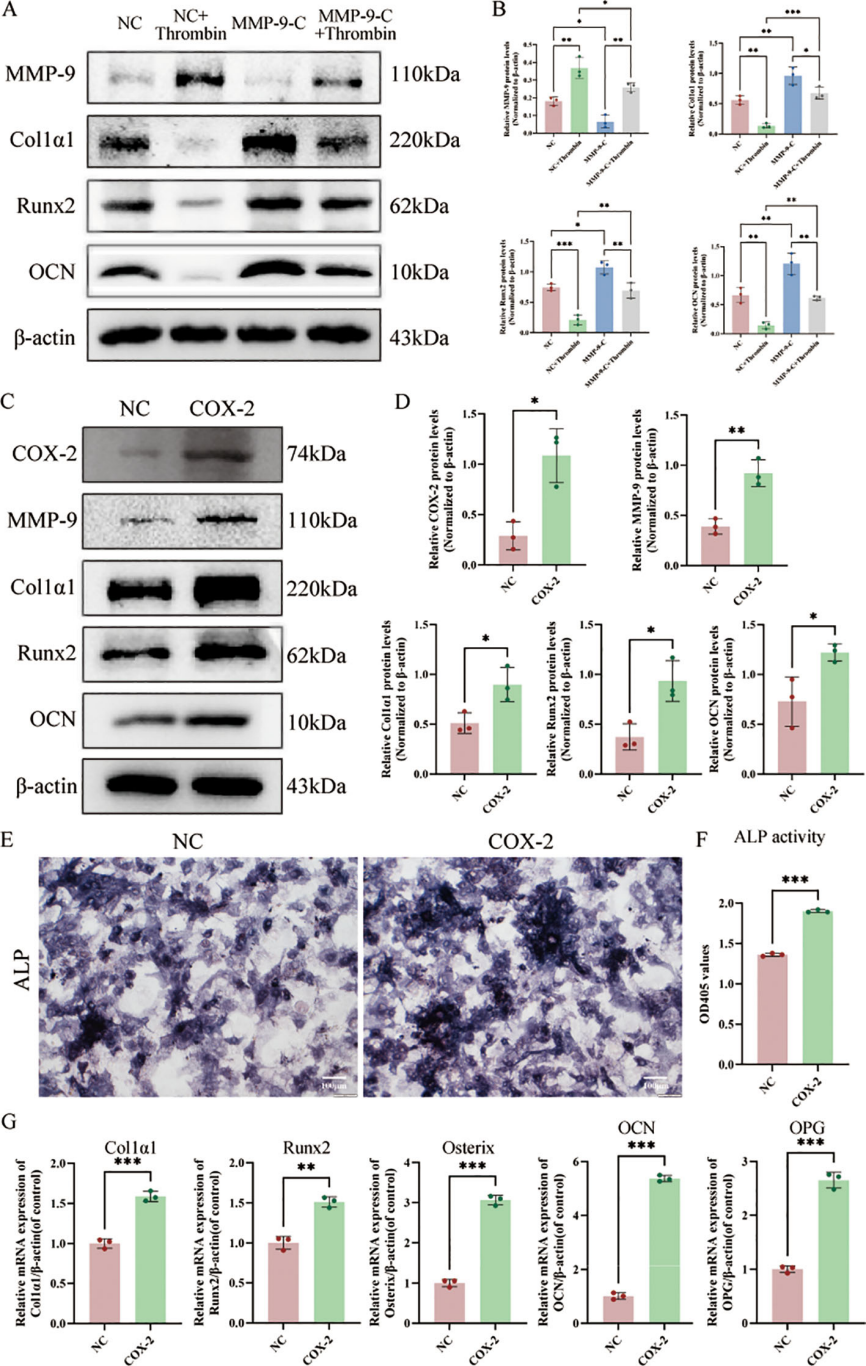
Knocking down MMP-9 promotes osteogenic differentiation, whereas overexpression of COX-2 slightly enhances osteogenic differentiation. **(A)** MMP-9, Col1α1, Runx2 and OCN protein levels in osteoblasts following MMP-9 knockdown were assessed by western blot analysis. **(B)** The quantitative analysis of MMP-9, Col1α1, Runx2 and OCN expression. **(C)** COX-2, MMP-9, Col1α1, Runx2 and OCN protein levels in osteoblasts following COX-2 overexpression were assessed by western blot. **(D)** The quantitative analysis of COX-2, MMP-9, Col1α1, Runx2 and OCN expression. **(E)** Representative images of ALP staining at day 7 post-transfection. **(F)** Quantitative ALP activity assay in the COX-2 group relative to NC. **(G)** qRT-PCR analysis of osteogenic markers (Col1a1, Runx2, Osterix, OCN, and OPG), and comparison between the COX-2 group and the NC group. Data are presented as mean ± SD (n = 3). P-values were determined by Student’s t-test (two-group comparisons) (*p < 0.05; **p < 0.01; ***p < 0.001; ns, P >0.05). Scale bar: 100 μm.

To investigate the role of COX-2 in osteoblast differentiation, osteoblasts were transfected with both COX-2 overexpressing plasmid (COX-2 group) and control plasmid (NC group). Western blot analysis confirmed that transfection with the COX-2 overexpression plasmid significantly elevated COX-2 and MMP-9 protein levels compared to endogenous expression (**Figure 8C**), with the ratios of COX-2/β-actin and MMP-9/β-actin upregulated in the COX-2 group compared to the NC group (p < 0.05) (**Figure 8D**). ALP staining revealed enhanced enzymatic activity in the COX-2-overexpressing group compared to controls. Quantitative analysis confirmed a significant elevation in ALP activity in the COX-2 group compared to the NC group (**Figures 8E, F**). Overexpression of COX-2 in osteoblasts resulted in a significant upregulation of osteogenic markers, including Col1a1, Runx2, Osterix, OCN, and OPG (**Figure 8G**).

## 4 Discussion

The pathological hallmark of OP is the imbalance between bone resorption and bone formation, with a particular emphasis on the dysregulation between osteoblasts and osteoclasts, which plays a central role in the disease progression (34). Excessive osteoclast activity and insufficient osteoblast function are the main mechanisms underlying OP, and current research primarily focuses on the functional regulation of these two cell types.

In many diseases, insufficient thrombin can lead to bleeding. However, in numerous conditions, elevated thrombin levels not only contribute to thrombosis but may also exert profound effects on other physiological systems. Thrombin significantly inhibits RANKL/M-CSF-induced osteoclastogenesis in mouse bone marrow and human peripheral blood mononuclear cells (PBMCs) (35). Currently, the role of thrombin in osteogenic differentiation remains inconclusive.

The increase in thrombin levels is observed in various autoimmune diseases that are also associated with higher risks of fractures and OP. For example, thrombin promotes synovial hyperplasia in rheumatoid arthritis (RA), which is a hallmark of RA pathology. The proliferative and invasive behavior of fibroblast-like synoviocytes not only sustains inflammation but also mediates cartilage degradation and bone erosion, contributing to the irreversible joint destruction observed in RA (36–38).

Patients with inflammatory myopathies exhibit a markedly enhanced thrombin generation potential, along with a higher prevalence of OP and an increased risk of fractures, indicating a co-existing prothrombotic and bone-compromised state (39, 40). A similar phenomenon is observed in multiple sclerosis, and patients with systemic sclerosis (SSc) are also prone to reduced bone mineral density and fragility fractures (41–43).

Given the increased thrombin generation potential observed in patients with chronic inflammatory diseases accompanied by OP, and the identification of “calcification” as the most significantly enriched biological process term in the analysis of DEGs, a process closely associated with osteoblast differentiation, it is essential to investigate whether thrombin directly influences osteogenic differentiation. Exploring its regulatory effects on bone-forming cells may uncover novel mechanisms underlying inflammation-associated bone loss. This may provide a theoretical basis and therapeutic strategies for managing OP and fractures caused by elevated thrombin levels.

The transition from pre-osteoblasts to mature bone-forming cells typically involves three stages, each characterized by specific markers. The proliferation phase is primarily characterized by the expression of PCNA and MCM2, along with low levels of Runx2 and ALP. The ECM secretion and maturation phase is marked by the initial expression of osteogenic genes such as Runx2, Osterix/Sp7, ALP, Osteopontin (OPN), and Collagen Type I (Col1a1). During this stage, cells begin to secrete ECM components and gradually transition toward mineralization. The matrix mineralization phase is characterized by the deposition of calcium salts into the ECM, leading to the formation of mineralized nodules. This phase is primarily characterized by the expression of late-stage osteocyte marker genes Osteocalcin (OCN) (44).

Theoretically, thrombin promotes osteoblast proliferation by significantly increasing the number of EdU-positive osteoblasts, accompanied by elevated expression of PCNA and MCM2, thereby enhancing osteoblast differentiation correspondingly. However, thrombin significantly attenuated ALP activity and downregulated the expression of multiple osteogenic genes following 7 days of osteogenic induction. Furthermore, after 21 days of induction, thrombin markedly inhibited mineralized nodule formation, as well as reduced intracellular calcium concentrations and the fluorescence intensity of calcium-sensitive probes in osteoblasts.

KEGG enrichment analysis of both the sequencing data and network pharmacology revealed significant enrichment of cytokine-related signaling pathways. Further analysis of inflammatory mediator expression within these KEGG-enriched pathways revealed that thrombin significantly upregulated the expression of CXCL family members (Cxcl1, Cxcl3, Cxcl6, and Cxcl16), along with classical proinflammatory cytokines such as TNF-α, IL-1β, IL-6, and Lif, and these results of bioinformatics analysis were subsequently confirmed through experimental validation.

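For 9 genes that the paper names as inflammatory mediators, the rise with thrombin could be tested for 8. All 8 were higher in the thrombin group than in the control group, with a median log2 fold change of 1.31, and all 8 were lower in the PD03 group than in the thrombin group, with a median of -2.24. As a list they lay above the other genes with thrombin (camera, adjusted p = 3.6e-50) and below them with PD03 (adjusted p = 5.7e-66), and both calls held under fry (adjusted p = 7.96e-07 and 7.69e-08) and with an estimated correlation (adjusted p = 7.7e-04 and 6.9e-04). The study named these genes, apart from Il33, as raised by thrombin from the same libraries, and Il33 is among the genes of Figure 2E. The tests of the list are therefore not independent evidence. Of the 8, 7 were called higher with thrombin and 8 were called lower with PD03, and the counts were the same adjusted over the list alone. Cxcl3 (ENSRNOG00000028043) rose from 30.8 ± 0.344 CPM to 204 ± 10.1 CPM with thrombin (log2 fold change 2.73, standard error 0.06, adjusted p = 1.9e-33) and stood at 8.41 ± 1.09 CPM with PD03 (log2 fold change -4.61 against thrombin, standard error 0.07, adjusted p = 4.4e-39). Cxcl6 (ENSRNOG00000002843) rose from 495 ± 17.2 CPM to 1645 ± 67.1 CPM (log2 fold change 1.73, standard error 0.04, adjusted p = 6.7e-33) and stood at 193 ± 10.8 CPM with PD03 (log2 fold change -3.09). The log2 fold changes of Cxcl1 were 1.09 with thrombin (standard error 0.05) and -2.42 with PD03, and those of Cxcl16 were 0.77 (standard error 0.08) and -1.60. Chemokine genes of this family are alike in sequence, and how the counting assigned reads that match several of them is not given in the sources used here. Lif (ENSRNOG00000007002) rose from 39.0 ± 0.495 CPM to 113 ± 9.31 CPM (log2 fold change 1.54, standard error 0.07, adjusted p = 1.1e-22) and stood at 8.49 ± 1.67 CPM with PD03 (log2 fold change -3.74). Il6 (ENSRNOG00000010278) went from 92.8 ± 21.2 CPM to 137 ± 15.4 CPM with thrombin, a log2 fold change of 0.55 (standard error 0.08, adjusted p = 3.6e-07) that lay below the fold threshold. Without Control replicate 1, whose Il6 count of 2150 was the highest of its group, the log2 fold change of Il6 was 0.76, and without Thrombin replicate 2 it was 0.62, both past the threshold, and without Control replicate 2 it was 0.44. With PD03, Il6 stood at 54.5 ± 3.02 CPM, a log2 fold change of -1.33 against thrombin (standard error 0.08, adjusted p = 2.7e-17). Tnf (ENSRNOG00000070745) had 1 to 3 counts per control library, 0 in every thrombin library and 0 to 1 per PD03 library. The count of 0 allows up to 0.0575 CPM in the thrombin group, against 0.0999 CPM from 5 counts in the control group, so these counts show no rise, and they are too few to test a fall. From the enrichment of cytokine-related pathways the paper turns to these mediators, and it states that experiments bore out their rise with thrombin.

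**Figure D4:**
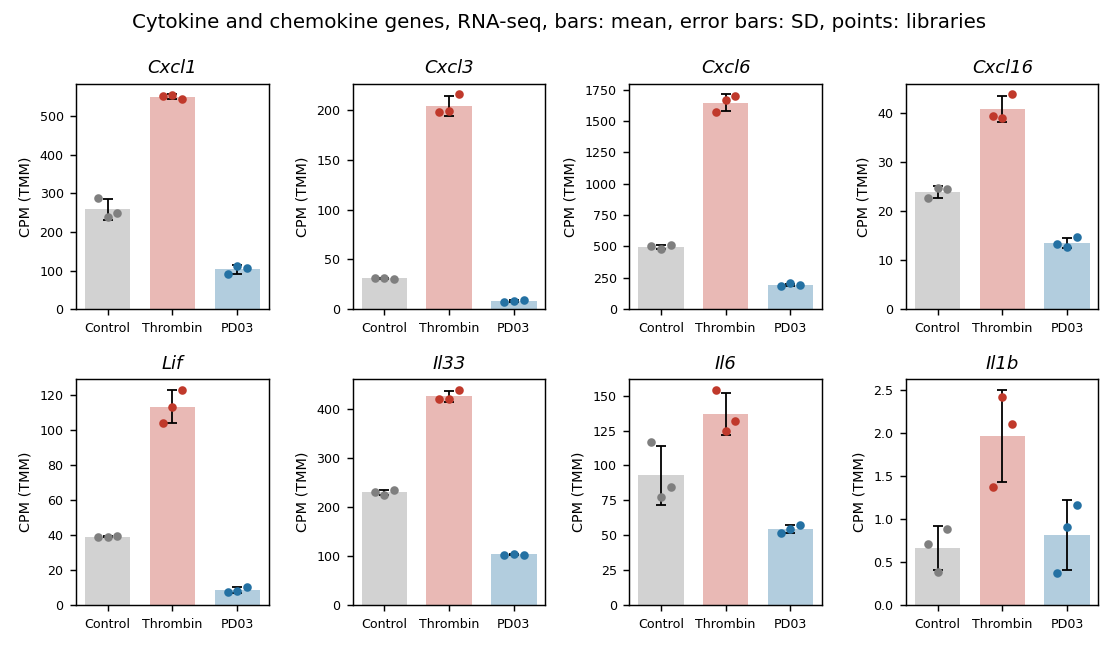
TMM-scaled CPM on a linear axis from 0 for the 8 tested cytokine and chemokine genes, with 1 point per library in the control, thrombin and PD03 groups and a bar for each group's mean and SD over 3 libraries. The thrombin libraries have the highest mean for every gene, and the control and thrombin points lie closest together for Il6.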

IL-1β, also identified as one of the hub genes in the PPI network analysis based on DEGs, along with other genes such as MMP-9 and Igf1, plays a pivotal regulatory role in the osteogenic process, a conclusion further supported by previous studies. For instance, conditional deletion of the Igf1 gene in osteocytes resulted in impaired bone formation and resorption, altered skeletal morphology and mineralization, as well as reduced bone length in mice (45). Overexpression of Igf1 restores the proliferative and osteogenic differentiation capacity of senescent bone marrow-derived MSCs (46). The serum levels of MMP-9 in osteoporotic patients were significantly higher than those in non-osteoporotic individuals (47). Additionally, animal experiments further confirmed the negative correlation between MMP-9 levels and BMD (bone mineral density), suggesting the potential role of elevated MMP−9 as an early biomarker for OP (48). Our experiments further revealed that thrombin suppressed Igf1 expression and upregulated MMP-9 expression, both of which were involved in modulating ECM synthesis and calcification in osteoblasts, indicating a potential inhibitory role of thrombin in osteogenic differentiation. PD03 intervention can inhibit the osteoblastic proliferation, upregulate the expression of osteogenic marker genes, calcification-regulatory genes, and ECM regulatory genes in the presence of thrombin.

Network pharmacology analysis revealed significant enrichment of BP terms within the Erk1/2 signaling cascade, primarily driven by protein tyrosine kinase (PTK) activity, as confirmed by MF enrichment analysis. It has been previously reported that IL-1β-stimulated hyperactivation of the MEK−Erk1/2 signaling pathway inhibits osteoblast differentiation (10). PPI network analysis further identified Stat3 and NF-κB as central regulatory hubs, implicating the involvement of the Stat3 and NF-κB pathways in the mechanism of action of thrombin-OP-PD03. Most studies currently support that activation of the Stat3 pathway promotes the osteogenic differentiation of preosteoblasts. Further study also confirmed that the absence of Stat3 in osteoblasts can lead to a decrease in bone formation rate in mice, resulting in craniofacial deformities, OP, and spontaneous fractures (28). Cytokines from the IL-6 family (e.g., IL-6 and Lif) are key regulators of this process by inducing Stat3 phosphorylation. Sustained activation of Stat3 enhances osteogenesis, whereas genetic deletion of Stat3 in osteoblasts leads to impaired bone formation (29).

To further investigate the potential crosstalk between these two pathways, both the MEK inhibitor PD03 and the Stat3-specific inhibitor C188–9 were applied to stimulate osteoblasts. Thrombin treatment activated both the Erk1/2 and Stat3 signaling pathways in osteoblasts. Inhibition of the MEK-Erk1/2 pathway with PD03 reduces Erk1/2 phosphorylation, thereby decreasing the thrombin-induced expression of IL-6, a key activator of Stat3, suggesting that MEK-Erk1/2 inhibition indirectly modulates Stat3 activity by altering cytokine production. However, C188–9 failed to inhibit Erk1/2 signaling. Strikingly, thrombin stimulation for 15 and 30 minutes significantly increased Erk1/2 phosphorylation, and Stat3 phosphorylation was absent at 15 minutes but became evident at 30 minutes. These findings further suggest that the MEK-Erk1/2 pathway may function upstream of Stat3 to regulate its activation. Although activation of the IL-6 (Lif)/Stat3 signaling pathway is generally reported to promote osteogenic differentiation, our experimental results showed that thrombin activated this pathway while simultaneously inhibiting osteogenesis. This discrepancy may be attributed to the activation of inflammatory pathways or factors that negatively regulate osteogenic differentiation.

To rule out the participation of thrombin in inhibiting osteogenic differentiation via the thrombin/PAR-1 pathway, the PAR-1 antagonist Vorapaxar was used. The results showed that Vorapaxar did not alter thrombin’s inhibitory effect on osteogenic marker gene expression, strongly indicating that thrombin suppresses osteogenic differentiation independently of the conventional PAR-1 signaling pathway. This finding suggests the presence of alternative or parallel signaling mechanisms.

Previous studies have also demonstrated that the activation of the NF-κB pathway or IL-1β can inhibit osteoblast differentiation (30, 31). Consistently, PPI analysis based on DEGs and network pharmacology also identified IL-1β, NF-κB, and COX-2 as crucial hub genes in osteogenic differentiation. To further investigate whether thrombin regulates osteogenic differentiation through IL-1β-mediated modulation of the MEK-Erk1/2 and NF-κB pathways, we examined the effects of IL-1β and thrombin on the activity of these two pathways and osteogenic differentiation. Selective inhibition of the thrombin- or IL-1β-activated MEK-Erk1/2 and NF-κB signaling pathways uncovered reciprocal regulation, with each pathway capable of both activating and suppressing the other, thereby establishing a positive feedback loop. Moreover, inhibition of the NF-κB pathway, which is activated by thrombin and IL-1β, produced effects on osteogenic gene expression, ALP activity, and cell proliferation that were consistent with those observed following MEK-Erk1/2 inhibition.

To confirm the role of IL-1β in this feedback loop, we assessed its intracellular expression by immunofluorescence and measured secreted mature IL-1β in culture supernatants using ELISA. Thrombin treatment significantly increased IL-1β expression. Furthermore, to comprehensively assess the regulatory role of thrombin on the IL-1R signaling pathway, the expression of the endogenous IL-1 receptor antagonist (IL-1RA) was also assessed. Interestingly, thrombin treatment significantly reduced IL-1RA expression. Both PD03 and QNZ efficiently restored the expression levels of IL-1β and IL-1RA. Collectively, these data indicate that thrombin plays a dual role in the IL-1R signaling pathway by regulating upstream molecules in the NF-κB and MEK-Erk1/2 pathways, such as IL-1β and IL-1RA.

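Ptgs2, the gene for COX-2 (ENSRNOG00000002525), was measured at 90.3 ± 18.1 CPM in the control group, 251 ± 30.2 CPM in the thrombin group and 22.1 ± 2.17 CPM in the PD03 group. Its log2 fold change was 1.47 with thrombin (standard error 0.08, adjusted p = 6.1e-20) and -3.51 with PD03 against thrombin (standard error 0.09, adjusted p = 6.7e-31). In the PD03 group it lay below the control group as well, with a log2 fold change of -2.04 (standard error 0.10, adjusted p = 2.5e-21). With each library left out in turn, these values stayed within 1.36 to 1.65, -3.61 to -3.42 and -2.16 to -1.86. Of the 9 genes for docked proteins that could be tested, Ptgs2 was the 1 called a DEG in each comparison.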

Notably, PPI analyses based on DEGs and network pharmacology both indicated a vital role of COX-2. In our experiments, inhibition of either the MEK-Erk1/2 pathway or the NF-κB pathway attenuated the thrombin-induced upregulation of both MMP-9 and COX-2, suggesting that these genes function downstream of both signaling pathways. Moreover, the negative regulatory role of MMP-9 in osteogenic differentiation has been well established (47, 48). To further confirm the function of MMP9 in thrombin-treated osteoblastic differentiation, MMP-9 knockdown indeed promoted osteogenic differentiation. COX-2 plays a dual role in the osteogenic differentiation of MSCs. A previous study indicates that reduced COX-2 expression in MSCs enhances osteogenic gene expression and mineralization (49). Another study demonstrates that COX-2 deficiency significantly impairs osteoblastogenesis (50). Concurrently, studies have demonstrated that localized overexpression of COX-2 promotes osteoblast differentiation (51). Therefore, to verify its role in thrombin-related osteogenic differentiation, COX-2 was overexpressed in osteoblasts. The results indicate that COX-2 overexpression in osteoblasts promotes osteogenic differentiation, suggesting that the inhibition of osteogenic differentiation by thrombin-induced activation of the MEK-Erk1/2 and NF-κB pathways is not mediated through increased COX-2 expression. In other words, among the downstream genes of the MEK-Erk1/2 and NF-κB pathways, there are both osteogenesis-promoting and osteogenesis-inhibiting genes, but the inhibitory genes predominate in function.

Research on the role of MEK-Erk1/2 in osteoblast differentiation remains controversial. For instance, Xiao et al. reported that activation of MEK-Erk1/2 by tensile loading promotes osteoblast differentiation, which differs from our findings. This discrepancy may be attributed to differences in stimuli: thrombin triggers the release of numerous inflammatory cytokines in osteoblasts, thereby suppressing their differentiation, a mechanism consistent with inflammation-induced bone loss. This study reinforces the pivotal role of thrombin as an inflammatory factor (33).

In this study, we integrated the advantages of different omics approaches. For instance, transcriptomics reflects gene expression at the mRNA level, while network pharmacology predicts drug targets at the protein level. Ultimately, we demonstrated that thrombin inhibits osteogenic differentiation, likely by upregulating classical proinflammatory cytokines such as IL-1β, which in turn activates the MEK-Erk1/2 and NF-κB pathways. This hypothesis provides a novel perspective on the molecular mechanisms linking thrombin to the pathogenesis of OP. These two pathways form a feedback loop that further regulates downstream molecules such as MMP-9. The schematic representation of this mechanism is illustrated in **Figure 9**. Remarkably, both transcriptomics and network pharmacology consistently suggested an important regulatory role of COX-2. However, transient overexpression of COX-2 in osteoblasts slightly promoted osteogenic differentiation, indicating that the pro-osteogenic effect of thrombin-induced COX-2 expression is negligible in this study.

**Figure 9:**
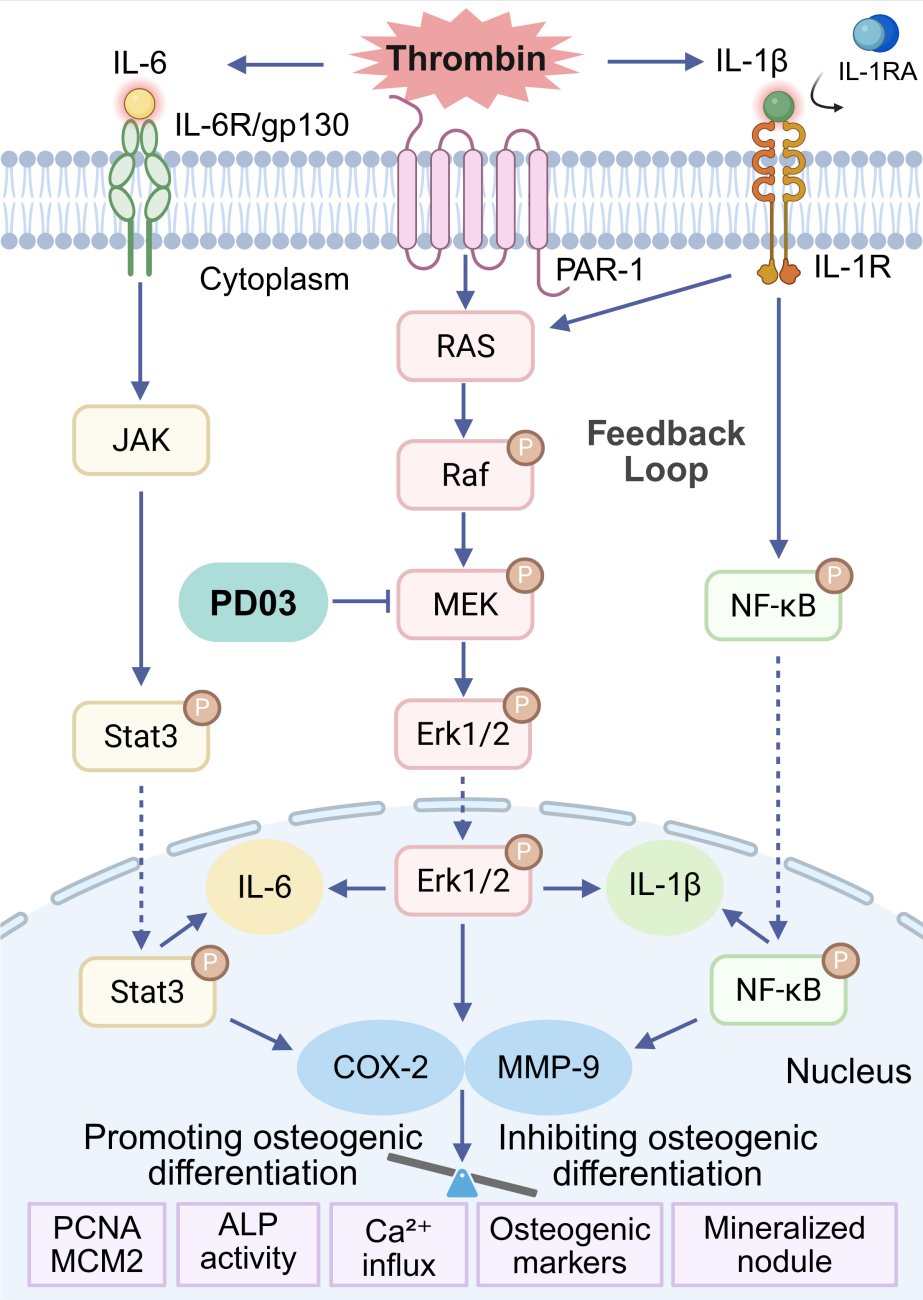
Diagram of mechanism. Thrombin inhibits osteogenic differentiation by activating the IL-1β-mediated feedback loop between the MEK-Erk1/2 and NF-κB signaling pathways. This figure was created with BioRender.com.

Although our study demonstrates that PD03 can reverse thrombin-induced inhibition of osteogenic differentiation, its development as a potential therapeutic agent for osteoporosis remains challenging. PD03 is a selective MEK inhibitor, currently investigated primarily in preclinical or early-phase clinical studies for conditions such as tumors (52, 53). Systemic administration may carry off-target effects and dose-limiting toxicities, including dermatologic reactions, ocular toxicity, and gastrointestinal disturbances (54). Moreover, the MEK-Erk1/2 signaling pathway plays a role in multiple physiological processes, and the long-term consequences of its inhibition on skeletal homeostasis remain unclear. While the concentration of PD03 used in this study (0.1 μM) effectively reversed thrombin-induced inflammatory and osteogenic-inhibitory phenotypes *in vitro*, its accumulation in bone tissue and long-term safety require further evaluation in animal models. Therefore, we consider that the therapeutic potential of PD03 should be comprehensively assessed through additional preclinical studies that address pharmacodynamics, pharmacokinetics, and toxicology. Future strategies, such as local delivery or bone-targeted approaches, may improve its translational feasibility.

## 5 Conclusion

Using RNA-seq analysis, network pharmacology, and experimental validation, this study confirmed that thrombin suppresses osteoblast differentiation via an IL-1β-mediated feedback loop between the MEK-Erk1/2 and NF-κB signaling pathways, establishing PD03 as a potential therapeutic agent for OP.

## Data Availability

The data presented in the study are deposited in the NCBI repository, accession number GSE320308.

# Supplementary material for: PD0325901 alleviates thrombin-inhibited osteogenic differentiation through an IL-1β-activated feedback loop between MEK-Erk1/2 and NF-κB signal pathways: insights from bioinformatics and experimental verification
**Source:** Front Immunol. 2026 Mar 9;17:1730337. doi: 10.3389/fimmu.2026.1730337
**Supplement:** Supplementary file 2

**Supplementary Table 1.** Sequences of the siRNA

| **Name** | **Sense (5’-3’)** | **Anti-sense (5’-3’)** |
| --- | --- | --- |
| MMP-9-A | GGUGCGCGACGACGUCGAA | UUCGACGUCGUCGCGCACC |
| MMP-9-B | CCUAUUGGAUCCAAAGCUA | UAGCUUUGGAUCCAAUAGG |
| MMP-9-C | GGCUCUAGGCUACAGCUUU | AAAGCUGUAGCCUAGAGCC |

How the deposited data were processed for this re-analysis (not part of the article)

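Messenger RNA from primary rat osteoblasts was sequenced by the authors in 9 libraries after 7 days of osteogenic induction. There were 3 each from the control group, the thrombin group (20 U/mL) and the group given thrombin with PD03. The treatment label of the last group names only PD0325901, and its thrombin is taken from the paper's methods. The dose of PD03 was 0.1 μM in the paper and 0.1 mM in a protocol of the sample labels. The authors trimmed the reads with fastp, aligned them with HISAT2 to a rat genome that the paper names as Rnor_6.0, counted them per gene with featureCounts and tested them with DESeq2. The authors deposited a table with 2 values per gene and library, the raw count and an FPKM value. The FPKM values are scaled by library. For PD03 against control, the median log2 fold change of all genes was -0.12 from them with 0.1 added and -0.12 with library totals. The gene annotation release and the strandedness of the libraries are not given in the sources used here. The raw counts were used for every result, and the deposited FPKM values only as an alternative. A table of RefSeq genes for a newer rat assembly (GRCr8) was used only to look up names and neighbouring genes, and none of its coordinates are given.

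The deposited table lists 19085 genes, of which 2048 carry no symbol, and 79 symbols stand on more than 1 gene. Total counts lay between 15447832 and 19841468 per library. At these totals, a floor of 3 counts over the 3 libraries of a group corresponds to 0.057 CPM in the thrombin group and 0.059 CPM in the PD03 group, and floors and counting intervals cover counting error only. Replicates of a group differed by more than counting noise (chi-square per degree of freedom 1.82 to 4.03 over pairs of the same group), so all 9 libraries were kept as separate samples. The biological coefficient of variation was 4.28%.

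Analyses were run with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 13256. Libraries were scaled by TMM, the 3 groups were fitted in 1 model with edgeR's quasi-likelihood method, and 3 comparisons were tested: thrombin against control, PD03 against thrombin, and PD03 against control. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called with an adjusted p-value under 0.05 and an absolute log2 fold change above 0.58. The standard error of a log2 fold change was taken from the F statistic. A test of both differences among the 3 groups used no fold threshold. The procedure was tested on simulated data with 200 changed genes, each moved by 1 on the log2 scale in the thrombin group only. As many rose as fell, so the simulation tested neither the scaling where many genes change nor changes near the fold threshold. DESeq2 recovered 89.0% and limma voom 91.0% of the changed genes for thrombin against control, and the test among 3 groups recovered 93.9% of the 196 changed genes that passed the filter, with 15 unchanged genes found.

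The gene lists, the alternatives and the thresholds were written before the data were examined. In all, 7 lists were tested in 3 comparisons with camera at a preset correlation of 0.01, adjusted over the 21 tests: the cytokines and the osteogenic markers that the paper names, proliferation genes, genes downstream of MEK, NF-κB targets, Stat3 targets and myeloid genes. Genes are named in the text when they belong to the lists drawn from the paper's text, to the thrombin receptors or to the interleukin-1 genes, or when they are among the 3 called genes with the largest rise or fall in thrombin against control or PD03 against thrombin, with a mean of at least 1 CPM in the higher group and no overlap between libraries. The paper's figures show values for some of these genes, and these had been seen when the rule was written. Members of other lists are given as counts, medians and ranges, and any gene singled out from them was chosen after its values were seen. Results for some genes are not reported here.

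Alternatives covered the scaling of libraries, the filter on low counts, the test, the fold threshold, the FPKM values with 1 or 0.1 added, the replicate number as a block, and each library left out in turn. Families of genes defined by symbol, library totals as the scaling, removal of a gene length trend and removal of Col1a1 were added after seeing the data. Gene ontology, KEGG, protein networks, network pharmacology, docking and the qPCR, western blot and imaging experiments were not analysed here.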

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

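Several tests reported in this part were chosen only after the result was seen. They include the other groupings of the libraries for the number of called genes and the test of MEK output as the reason for that number. Removal of the gene length trend, removal of Col1a1 and library totals as the scaling were also chosen only then.

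The PD03 libraries differed from the control libraries in 1189 called genes, 649 higher and 540 lower, a comparison for which the paper's text gives no count of genes. Of these, 825 were not called in the thrombin group against control. With each library's gene length trend removed, 1189 genes were called, and with Col1a1 left out, which took more of the counts in the PD03 libraries, 1186. The lowest number under DESeq2 size factors, upper quartile scaling and library totals was 1190. From the FPKM values it was 1135 with 0.1 added and 673 with 1 added, which differ in the added value and not in the scaling. These values argue against gene length, the share of counts on Col1a1 and the scaling as the whole cause of the number. The direction of the genes does depend on scaling: 54.6% of the called genes were higher in the PD03 group after TMM scaling and 34.1% with library totals only, where the median of all genes lay at -0.12 on the log2 scale. Of the 10 ways to split the 6 libraries into groups of 3, 1 (the real one) gave as many called genes. No smaller share is possible, so the share alone cannot exclude chance. The other splits gave 0 called genes, which adds nothing to the share, since mixed groups carry the real difference in their spread. Pairs of a control and a PD03 library had a chi-square per degree of freedom of 37.5 to 49.1, and pairs of the same group 1.82 to 4.03. The library pairs argue against chance as the cause of the number. The genes downstream of MEK had a median log2 fold change of -1.11 in the same comparison, a value that is consistent with MEK output below the control level and that could have come out at or above 0. That PD03 acts on cells beyond the reversal of thrombin is a hypothesis, since it was found and tested on the same data, and it was not tested against PD03 without thrombin.

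The list of genes downstream of MEK (10 genes, written before the data were examined) is a signal that the paper does not report. Against control, 8 of its genes were lower in the PD03 group, 7 were called lower and none higher, and the median log2 fold change was -1.11 (camera, adjusted p = 1.2e-14, fry 6.4e-06, estimated correlation 0.0052). Dusp6 had a log2 fold change of -2.80 and Etv4 of -2.57, while Dusp4 had 0.56, and these genes were singled out after their values were seen. Under the other scalings, the median closest to 0 was -1.11 and the farthest -1.23, which argues against scaling as the cause. Leaving out each library in turn gave -1.16 to -1.05. Active MEK in the control cultures, which PD03 could lower below their level, is a candidate explanation in the design. Signals other than MEK that also regulate these genes were not tested.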

How the results depend on the processing

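Library totals as the scaling, removal of the gene length trend, removal of Col1a1 and all families of genes by symbol were chosen only after the results were seen. Most settings changed 1 choice and kept the rest. Those from the FPKM values also used another test (limma trend) and another filter (a mean FPKM of at least 0.5). Of 3914 values for single genes under alternatives, 3802 kept their side of the threshold, 50 fell below it and 62 passed it. No called value changed sign, but 54 of the 3802, from 11 results (Rela and Braf among them), had the other sign than the value reported and were not past the threshold on either side. For lists, 285 of 294 values kept their side of the threshold, 7 fell below and 2 passed. The median of the myeloid list changed sign with no filter, to -0.16 with thrombin and -0.23 with PD03 against control, past the threshold in neither. For families, 234 of 243 kept their side and 9 fell below. Of 257 counts of genes, 219 stayed within 1.5 times the count reported and 38 moved further.

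The fold threshold moved the counts most, as its construction makes it do. With no fold threshold, 1867 genes were higher and 1941 lower with thrombin, 3358 higher and 3250 lower with PD03 against thrombin, and 2616 higher and 2673 lower with PD03 against control. The number called in thrombin against control or PD03 against thrombin was then 7534, with 1227 that rose and fell and 1376 that fell and rose. With a log2 fold change above 1, the counts were 133, 372, 626, 309, 281 and 238 in the same order, with 1119 in all, 84 that rose and fell and 228 that fell and rose. With glmTreat, which tests against 0.58 itself, they were 147, 313, 671, 380, 286 and 213, with 1200 in all, 91 and 213.

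The FPKM values with 1 added gave 194 higher and 351 lower with thrombin, 525 higher with PD03 against thrombin, 238 higher with PD03 against control, 1442 in all, 132 that rose and fell and 201 that fell and rose. With 0.1 added, 781 were higher with PD03 against thrombin and 364 with PD03 against control. With library totals only, 908 were lower with PD03 against control. A mean count of at least 50 left 480 genes lower with thrombin, since fewer genes were tested. Apart from the stricter filter, the cause of these moves was not tested.

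The balance of directions depends on the scaling. For PD03 against control, 54.6% of called genes were higher after TMM, 34.1% with library totals, 35.4% from FPKM with 1 added and 32.1% with 0.1 added, and the median of all genes lay at -0.12, -0.10 and -0.12 under these 3. For PD03 against thrombin the shares were 60.4% after TMM, 46.5%, 42.3% and 42.5%. With no fold threshold, 49.0% of the genes called with thrombin were higher, in place of 32.5%.

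With each library left out in turn, 325 to 357 genes were higher and 664 to 732 lower with thrombin, 1218 to 1300 higher and 822 to 890 lower with PD03 against thrombin, and 622 to 660 higher and 529 to 572 lower with PD03 against control. The total ran from 2362 to 2500, the genes that rose and fell from 204 to 224 and those that fell and rose from 446 to 489. The number that differed among the 3 groups ran from 6905 to 7260, and from 6545 to 7531 under the other alternatives run for it. The replicate numbers do not pair the libraries: after removal of group means, the correlation of libraries with the same number was -0.05 to 0.05 (median -0.002), and that of other pairs -0.06 to 0.06. With the replicate number as a block, 1067, 2103 and 1187 genes were called in the 3 comparisons, 2447 in all and 488 fell and rose.

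The osteogenic list with thrombin was not past the threshold with no filter (median log2 fold change -0.0025, adjusted p = 0.094) or with an estimated correlation (-0.15, adjusted p = 0.070). Nor was it for PD03 against control with an estimated correlation (0.50, adjusted p = 0.072). The NF-κB list with thrombin was not past it with no filter (0.031, adjusted p = 0.092) or with an estimated correlation (0.035, adjusted p = 0.21), and leaving out each library gave medians of 0.0040 to 0.074, past the threshold in 7 of 9. The myeloid list, of which 3 genes could be tested, passed the threshold only under fry, with thrombin (0.52, adjusted p = 0.012) and with PD03 against thrombin (0.71, adjusted p = 0.021). The cause was not tested. The cytokine, proliferation and MEK lists and the Stat3 list kept the sign of their median and their side of the threshold in every comparison and setting run for them, fry and the estimated correlation included. Depth limits Il1b, Alpl and Sp7, with 6 to 122 counts per library, and Tnf and Bglap could not be tested.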

Differences from the paper's values

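Removal of the gene length trend was chosen only after the results were seen.

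For genes that fell with thrombin and rose with PD03, the paper's value is 318 and the value here is 489. The alternatives set before the data were examined that lay within 1.5 times the paper's value were DESeq2 size factors (477), a mean count of at least 50 (345), DESeq2 on all 9 libraries (426), DESeq2 on 6 libraries per comparison (382), edgeR on 6 libraries per comparison (450), FPKM with 0.1 added (359), a log2 fold change above 1 (228), glmTreat (213), and 8 of the 9 settings that left out 1 library (446 to 470). Those that did not were upper quartile scaling (504), no filter (483), limma voom (487), FPKM with 1 added (201), the replicate block (488), an unadjusted p-value (560), no fold threshold (1376) and leaving out Thrombin replicate 1 (489). No setting run here gave the paper's number itself.

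The paper states that thrombin lowered Runx2 and Osterix and that PD03 restored them, from western blots and qRT-PCR that were not analysed here. In the sequenced libraries, Runx2 was 42.8 ± 2.38 CPM in the control group, 51.1 ± 2.37 CPM with thrombin and 32.1 ± 2.70 CPM with PD03. Its log2 fold change was 0.26 with thrombin (adjusted p = 0.0022) and -0.67 with PD03 against thrombin (adjusted p = 2.5e-11). For Sp7, the gene for Osterix, the log2 fold changes were 0.53 (adjusted p = 0.018) and -0.31 (adjusted p = 0.13), the latter -0.48 to -0.20 with each library left out (adjusted p = 0.036 to 0.41). Sp7 passed the fold threshold with thrombin without Control replicate 1 (0.68), without Thrombin replicate 2 (0.63) and with the length trend removed (0.59). Without Control replicate 2 (0.45), Control replicate 3 (0.49) or Thrombin replicate 3 (0.42) its adjusted p was 0.087, 0.063 and 0.12, so the rise of Sp7 was not past the adjusted p-value there. Other markers that the paper names had the direction it states: Col1a1 with -0.15 (adjusted p = 1.0e-04) and 0.75 (adjusted p = 1.9e-24), the OPG gene Tnfrsf11b with -1.07 and 1.57, and Alpl, the gene behind the ALP activity, with -2.24 (adjusted p = 4.0e-05) and 3.14 (adjusted p = 2.8e-09). Bglap, the gene for OCN, had 1 to 5 counts per library, and a change was not detectable at this depth.

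The paper names TNF-α and IL-6 among the mediators that its bioinformatics found raised by thrombin. Of the 9 genes it names in all, 7 were called higher. Tnf had 0 counts in the thrombin libraries against 1 to 3 in the control libraries. Il6 had a log2 fold change of 0.55, in the direction the paper states but under the fold threshold. Il6 was called with no fold threshold, without Control replicate 1 (0.76), without Thrombin replicate 2 (0.62) and with the length trend removed (0.61), a setting chosen after seeing the values that dropped none of the other 7 genes.

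The paper's methods describe the docked proteins as DEGs, chosen from targets shared by predicted and database lists. Its results section names network pharmacology as their source. Of the 9 genes tested here, 1 (Ptgs2) was called in any of the 3 comparisons.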

Other observations

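Of the tests in this part, those on counting noise and myeloid cells for Il1b, on late bone genes, on the spread between replicates and on other groupings of the libraries for the number of called genes were chosen only after the result was seen. Library totals as the scaling were also chosen only then.

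Runx2 was higher in the thrombin libraries than in the control libraries, with a log2 fold change of 0.26. The lowest value under the other scalings was 0.21, which argues against scaling as the cause. Actb, the reference gene of the paper's qPCR, rose too, by a log2 fold change of 0.20 with thrombin (adjusted p = 8.0e-08), and by 0.30 with PD03 against control. With PD03 against thrombin its change was 0.10, but -0.0032 with library totals and -0.0029 from the FPKM values with 1 added. Relative to Actb, the change of Runx2 with thrombin was 0.052 (standard error 0.07) and that of Sp7 0.33 (standard error 0.18). A change of Actb could take up most of the rise of Runx2 with thrombin. The difference cannot be told apart from 0 with these standard errors. It does not take up the fall of Runx2 with PD03 against thrombin (log2 fold change -0.67), where Actb did not fall by a like amount. Against control, Runx2 was lower with PD03 (log2 fold change -0.42, adjusted p = 3.2e-06, under the fold threshold), while Actb was higher. Runx2 overlaps Supt3h in the newer rat assembly, and how reads shared between such genes were counted is unknown here. As a list, the osteogenic markers had median log2 fold changes of -0.15 with thrombin (camera, adjusted p = 0.021, also past the threshold under fry), 0.75 with PD03 against thrombin (adjusted p = 0.0013) and 0.50 with PD03 against control (adjusted p = 0.024). The list was not past the threshold under camera with an estimated correlation, with thrombin (adjusted p = 0.070) or with PD03 against control (adjusted p = 0.072). Nor was it with thrombin when no filter was used (adjusted p = 0.094).

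Proliferation genes (26 tested of 27) had a median log2 fold change of 0.21 with thrombin (camera, adjusted p = 4.1e-05), with 24 higher and 2 lower. The largest value was 0.41, so none passed the fold threshold, while 19 had an adjusted p-value under 0.05 over all genes and 21 adjusted over the list alone. With PD03 against thrombin all 26 were lower and 16 were called, with a median of -0.65 (adjusted p = 1.4e-18), and against control the median was -0.46 (adjusted p = 1.7e-15). Pcna had log2 fold changes of 0.30 with thrombin and -0.64 with PD03, and Mcm2 of 0.15 and -0.65.

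Genes downstream of MEK did not move as a list with thrombin (median log2 fold change -0.11, mean 0.013, adjusted p = 0.61, where the test pointed up and leaving out each library gave medians of -0.18 to -0.039), with 2 called higher, 1 called lower and 7 of 10 past the adjusted p-value alone. Phlda1 rose by 0.98 and Dusp6 changed by -0.40, a pair singled out after their values were seen. With PD03 against thrombin the median was -1.02 (adjusted p = 8.5e-10). The NF-κB list had a median of -0.28 with PD03 against control (adjusted p = 6.9e-08). Stat3 targets (11 tested) had medians of -0.063 with thrombin (adjusted p = 0.93, where the mean was 0.0065 and the test pointed down), -0.37 with PD03 against thrombin (adjusted p = 0.0029) and -0.13 with PD03 against control (adjusted p = 4.1e-05), where leaving out each library gave -0.21 to -0.091. The cytokines had a median of -1.25 with PD03 against control (adjusted p = 3.7e-28). RNA levels do not measure the phosphorylation of Erk1/2, p65 or Stat3.

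Il1b was higher in the thrombin libraries than in the control libraries on 103 counts against 33. An exact binomial test of the summed counts gave p = 4.6e-09 (two-sided), which argues against counting noise. If more myeloid cells in the thrombin cultures were the cause, all myeloid genes would rise with Il1b, whose summed counts had a log2 ratio of 1.58 (95% interval 1.02 to 2.15). The summed counts of the 12 listed myeloid genes had a log2 ratio of 0.45 (0.35 to 0.56), and without Cd14 it was -0.06 (-0.36 to 0.23). Cd14 made up most of these counts and also occurs in other cells. These values argue against a larger number of myeloid cells and leave open which cells made Il1b and whether a few of them were activated. As a list, 3 myeloid genes could be tested, with medians of 0.52 with thrombin (camera, adjusted p = 0.37), 0.71 with PD03 against thrombin (adjusted p = 0.61, where the mean was 0.24 and the test pointed down) and 0.45 with PD03 against control (adjusted p = 0.93).

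Among other interleukin-1 genes, Il1a was far more abundant than Il1b, at 32.5 ± 1.95 CPM in the control group, 83.3 ± 5.49 CPM with thrombin and 23.4 ± 5.38 CPM with PD03, with log2 fold changes of 1.36 (adjusted p = 1.6e-17) and -1.85 (adjusted p = 1.0e-21). Il1rn, the gene for IL-1RA, had -0.30 with thrombin (standard error 0.12, adjusted p = 0.0495) and 0.16 with PD03 against thrombin (adjusted p = 0.26). Without Control replicate 1 the value with thrombin was -0.19 (adjusted p = 0.32), so the fall rests on single libraries. Neither value passed the fold threshold, and Il1rn overlaps Il36b in the newer rat assembly. Il1r1 had -0.21 and -0.39, Il1r2 -0.65 and -1.29, and Il1rap 0.13 and -0.83 in the same comparisons.

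Of the thrombin receptors, F2r, the gene for PAR-1, was the most abundant, with 281 ± 11.7 CPM in the control group, 242 ± 4.52 CPM with thrombin and 451 ± 3.18 CPM with PD03. Its log2 fold changes were -0.22 with thrombin (adjusted p = 1.0e-05) and 0.90 with PD03 against thrombin (adjusted p = 1.2e-23). F2rl1 had 0.58 with thrombin, just under the threshold (adjusted p = 0.024), and it was called when any of Control replicates 1 and 2, Thrombin replicates 1 and 2 or PD03 replicate 2 was left out (0.58 to 0.75). Without Control replicate 3 or Thrombin replicate 3 it fell to 0.39 and 0.43 (adjusted p = 0.18 and 0.17). F2rl2 had 0.16 (adjusted p = 0.59), and F2rl3 had 0 to 6 counts per library.

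Genes of late bone cells were at or near 0 counts. Bglap had 1 to 5 counts per library. If reads were lost at Bglap alone in cells that express late genes, other late genes would have been measured. The highest group mean among Ibsp, Dmp1, Mepe and Sost was 0.156 CPM, with at most 5 counts in a library. A loss at Bglap alone does not explain these low values. They would also arise in cultures that do not express late genes, so they cannot tell whether reads of Bglap were lost as well. An early stage of the cultures after 7 days is a candidate explanation that was not tested. Tenomodulin, Tnmd, singled out after its values were seen, had 46.2 ± 1.38 CPM in the control group, 24.8 ± 2.63 CPM with thrombin and 176 ± 2.25 CPM with PD03, and Scx had log2 fold changes of 1.42 with thrombin and -0.73 with PD03 against thrombin.

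The labels name the knee as the tissue while the paper names the calvaria. If the cells came from the knee, genes that pattern the hindlimb would be expressed. Of 12 such genes listed before the test, 8 were in the table and 1 of them, Hoxd8, was above 1 CPM in most libraries, with 63 to 105 counts and a mean of 4.80 CPM. Hoxd9 had 9 to 18 counts, Tbx4 2 to 14, and the others at most 3. The low counts of most of these genes argue against cells from the knee, with Hoxd8 as the exception. The listed genes without a row could not be read. An origin in the calvaria was not tested.

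The spread between replicate libraries was small, with a biological coefficient of variation of 4.28%. Replicates taken from 1 pool of cells may vary this little. The paper describes the 3 samples of a group as independent, but neither it nor the labels say whether they came from separate animals. A shared pool cannot be told apart from a low biological variation here. If the cells came from 1 pool, the p-values speak for that pool only.

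Other groupings of the same libraries were fitted. For each of the 3 comparisons, 1 of 10 splits of the 6 libraries, the real one, gave as many called genes, and 1 of 10 gave as many gene lists past the threshold (4 with thrombin, 6 with PD03 against thrombin and 6 with PD03 against control). The other splits, which mix the groups, still put 2 to 3, 2 to 5 and 1 to 5 of the 7 lists past the threshold. Such splits keep part of the difference between the groups, and the cause was not tested. Since the share cannot be smaller with 10 splits, the share alone cannot exclude chance. The other splits gave 0 called genes in each comparison, against 1068, 2110 and 1189 with the real groups. Those 0 calls add nothing to the share, since splits that mix the groups put the real difference into the spread. In 20 simulations of groups with no difference, 0 to 1 genes were called with thrombin and with PD03 against thrombin. Library pairs from different groups had a chi-square per degree of freedom of at least 22.2, and pairs of the same group at most 4.03. The simulations and the library pairs argue against chance for the number of called genes and leave it open for the gene lists. For genes that differ among the 3 groups, 1 of 100 splits of the 9 libraries gave as many, and for genes called in opposite directions 4 of 100. By the share chance can be excluded for the first number. For the second the share is also under 0.05, but the 3 other splits had 797 to 805 genes, more than the 706 of the real groups. Each of them kept the PD03 libraries whole and compared both mixed groups with them, so opposite calls arise wherever a distinct group stands in the middle, and their number does not single out the real groups.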
